# β-Hydroxy-β-Methylbutyrate Supplementation Promotes Antitumor Immunity in an Obesity Responsive Mouse Model of Pancreatic Ductal Adenocarcinoma

**DOI:** 10.3390/cancers13246359

**Published:** 2021-12-18

**Authors:** Michael F. Coleman, Kristyn A. Liu, Alexander J. Pfeil, Suhas K. Etigunta, Xiaohu Tang, Salvador Fabela, Laura M. Lashinger, Zhengrong Cui, Stephen D. Hursting

**Keywords:** β-hydroxy-β-methylbutyrate, obesity, pancreatic cancer, immunotherapy

## Abstract

**Simple Summary:**

Pancreatic cancer (PDAC) is a deadly disease, exacerbated by obesity, which lacks effective therapeutic interventions. Most PDAC has a limited response to immune- and chemotherapy. Treating PDAC is made additionally challenging by the rapid emergence of muscle wasting and cachexia, which predict poor response to several therapies. We have found that dietary supplementation with β-hydroxy-β-methylbutyrate promotes immunosurveillance in PDAC tumors and protects muscle. This dietary supplement has the potential to be an important adjuvant in PDAC therapy, opening the doors to immunotherapy response.

**Abstract:**

Pancreatic ductal adenocarcinoma (PDAC) is the fourth leading cause of cancer-related deaths in the United States, and effective therapies for PDAC are currently lacking. Moreover, PDAC is promoted and exacerbated by obesity, while cachexia and sarcopenia are exceptionally common comorbidities that predict both poor survival and treatment response. Managing PDAC with immunotherapies has thus far proven ineffective, partly due to the metabolically hostile tumor microenvironment. β-hydroxy-β-methylbutyrate (HMB), a metabolite of leucine commonly used as a dietary supplement to boost muscle growth and immune function, may be an attractive candidate to augment PDAC therapy. We therefore sought to test the hypothesis that HMB would enhance antitumor immunity while protecting mouse muscle mass. Control and diet-induced obese C57BL/6 male mice bearing subcutaneously injected Panc02 tumors were supplemented with 1% HMB and treated with or without 50 mg/kg gemcitabine (*n* = 15/group). HMB was associated with reduced muscle inflammation and increased muscle fiber size. HMB also reduced tumor growth and promoted antitumor immunity in obese, but not lean, mice, independent of the gemcitabine treatment. Separately, in lean tumor-bearing mice, HMB supplementation promoted an anti-PD1 immunotherapy response (*n* = 15/group). Digital cytometry implicated the decreased abundance of M2-like macrophages in PDAC tumors, an effect that was enhanced by anti-PD1 immunotherapy. We confirmed that HMB augments M1-like macrophage (antitumor) polarization. These preclinical findings suggest that HMB has muscle-sparing and antitumor activities against PDAC in the context of obesity, and that it may sensitize otherwise nonresponsive PDAC to immunotherapy.

## 1. Introduction

Pancreatic ductal adenocarcinoma (PDAC) is the fourth leading cause of cancer-related deaths in the United States. This high mortality rate is exacerbated by the limited efficacy of chemotherapies and immunotherapies [1]. The immunotherapy response is heavily regulated by metabolic features of the tumor microenvironment (TME), such as hypoxia and acidity [2,3]. Thus, interventions to support antitumor immunity are critical if immunotherapy is to become effective in PDAC.

Cancer-associated cachexia, defined by involuntary weight loss and breakdown of adipose and muscle tissue, is present in about 80% of patients with pancreatic cancer and contributes significantly to PDAC mortality [4,5]. Further, sarcopenia and cachexia predict a poor response to immune checkpoint inhibition [6]. Obesity promotes chronic inflammation and immune cell dysfunction [7], and the development and progression of PDAC [8]. A growing proportion of patients with pancreatic cancer are obese at the start of therapy, and many of these individuals have sarcopenic obesity, a condition characterized by the presence of a high fat mass but a low muscle mass. Obesity in the presence of sarcopenia is predictive of morbidity and mortality in patients with pancreatic cancer [9], at least in part because sarcopenic obesity increases the risk of developing cancer cachexia [10]. Preclinical data showed that diet-induced obesity (DIO) promotes PDAC growth [11] and sarcopenia [12] in mice. Obesity is also a critical regulator of the immunotherapy response in some models, promoting an increased response to immune checkpoint blockade [13,14,15,16] and increased toxicity to IL-2 anti-CD40 therapy [17].

β-hydroxy-β-methylbutyrate (HMB), a metabolite of the branched-chain amino acid leucine, is emerging as a strong candidate for increasing muscle mass [18]. HMB supplementation increases muscle growth through activation of the mechanistic target of rapamycin (mTOR) in muscle [19] and attenuates muscle protein degradation through the prevention of nuclear factor-κB (NF-κB) activation [20]. HMB promotes improved function of ex vivo macrophages and monocytes [21,22], but the effects of HMB supplementation on PDAC growth are unknown, particularly in the context of obesity and immunotherapy. Tumor necrosis factor alpha (TNFα) signaling through NF-kB is a pleotropic regulator of the immunotherapy response [23]. NF-κB activation by cytokines such as TNFα is pro-tumorigenic in PDAC, and inhibition of NF-κB reduces PDAC growth in mice [24]. In muscle tissue, NF-κB activation leads to muscle atrophy via increased protein degradation [25]. Inhibition of NF-κB prevents cancer-induced muscle atrophy [26].

Given that muscle wasting is a critical feature of PDAC-associated morbidity and is exacerbated by obesity, new intervention strategies that both suppress PDAC progression and preserve muscle mass in patients with pancreatic cancer and comorbid obesity are urgently needed. Furthermore, interventions that promote a response to immunotherapy while reducing muscle inflammation and can be safely administered may provide a tractable approach to achieve this aim. Herein, we tested the hypothesis that immunomodulation by HMB supplementation supports antitumor immunity, while preserving muscle mass, and found that HMB has muscle-sparing and antitumor activities against PDAC in obese mice. Moreover, our preclinical studies indicated that HMB sensitizes PDAC to immunotherapy.

## 2. Materials and Methods

### 2.1. Mice and Dietary Interventions

All experiments were approved by the Institutional Animal Care and Use Committee at the University of Texas at Austin or the University of North Carolina at Chapel Hill. Study 1 determined the effect of diet-induced obesity (DIO) and HMB supplementation on PDAC tumor growth. Study 2 determined the effect of HMB supplementation on anti-programed death 1 (PD1) immunotherapy response. Male C57BL/6 mice were obtained from Charles River Breeding Laboratories at 6 to 8 weeks of age. Mice were placed on the control diet and allowed to acclimate for 1 week. For Study 1, mice were randomized to either continue on the control diet with 10% kcal from fat (D12450J from Research Diets) or receive the DIO diet with 60% kcal from fat (D12491 from Research Diets) for 10 weeks ad libitum. For Study 2, all mice were provided with the AIN-93G (D10012G) diet ad libitum.

All diets were purchased from Research Diets, Inc (New Brunswick, NJ, USA). Ca-HMB (HMB) was incorporated at 1% (w/w) of the diet to achieve a daily fed amount of ~0.5 g HMB/kg bodyweight (approximating a 6 g/day human dose [27]). For Study 1, dietary HMB supplementation began 2 days prior to tumor cell injection. Specifically, mice (*n* = 30/group) were randomized to receive a control diet (D12450J), control + HMB, DIO (D12491), or DIO + HMB. For Study 2, which also used 30 mice/diet group, HMB supplementation began 1 week prior to tumor cell injection, with mice randomized to receive either the control diet (which was AIN-93G for this study) or control + HMB.

### 2.2. Fasting Blood Glucose and Serum Collection

At week 10 on the diet for Study 1, all mice (*n* = 30/diet group) were fasted for 6 h and then blood was collected via tail nicks to assess fasting blood glucose levels as measured with a Contour glucometer (Bayer HealthCare LLC, Whippany, NJ, USA). This was repeated immediately prior to euthanasia. Blood was also collected prior to tumor injections via retro-orbital bleeds and incubated at room temperature for 30 min to coagulate, and were then centrifuged at 11,000 RCF for 5 min. Serum was separated, snap-frozen, and stored at −80 °C until used to measure circulating hormone levels.

### 2.3. Subcutaneous Panc02 Tumor Cell Injections

At the point of diet switch, all mice were subcutaneously injected into the right flank with 250,000 Panc02 murine PDAC cells in PBS (generously provided by Dr. J. Schlom, National Cancer Institute, Bethesda, MD, USA). Beginning 1 week after tumor cell injections, tumors were measured biweekly with calipers.

### 2.4. Gemcitabine Treatment

In Study 1, once the tumors were palpable, all mice received either gemcitabine (50 mg/kg) or vehicle injections intraperitoneally every 3 days. At week 15, all mice were fasted for 6–8 h and then euthanized by CO_2_ inhalation followed by cervical dislocation.

### 2.5. Anti-PD1 Treatment

In Study 2, once the tumors were palpable, all mice received either anti-PD1 or isotype control (200 µg/mouse) injections intraperitoneally every 3 days. After 3 weeks, all mice were then euthanized by CO_2_ inhalation followed by cervical dislocation.

### 2.6. Tissue Harvest

Once tumors reached 1.5 cm in any direction in any group, all remaining mice were euthanized. Tumors and gastrocnemius muscles were harvested and either snap-frozen in liquid nitrogen and stored at −80 °C, or fixed with 10% neutral-buffered formalin for 48 h before paraffin embedding.

### 2.7. Cell Culture

Panc02 cells were cultured in DMEM supplemented with 10% FBS and 2 mM glutamine (Thermo Scientific, Waltham, MA, USA). All cell lines were negative when tested for mycoplasma using the Universal Mycoplasma Detection Kit (ATCC, Manassas, VA, USA).

C2C12 cells (generously provided by Dr. E. Mills at the University of Texas at Austin) were maintained in culture at <70% confluence in DMEM supplemented with 20% FBS and 2 mM glutamine. For the differentiation experiments, C2C12 cells were seeded at 90% confluence. After 18 h, the medium was removed and replaced with DMEM supplemented with 2% horse serum (Sigma, St. Louis, MO, USA) and 2 mM glutamine. The medium was replaced every second day for 6 days and then C2C12 cells were examined morphologically for myotube formation. For the 18 h serum starvation experiments, C2C12 cells were cultured using DMEM supplemented only with 2 mM glutamine and treated with or without HMB (4 mM) (Sigma, St. Louis, MO, USA) and TNFα (10 ng/mL) (Peprotech, Cranbury, NJ, USA).

Bone marrow-derived macrophages (BMDM) were differentiated as previously described [28]. To induce M1-like polarization, BMDM were treated with 10 ng/mL LPS for 48 h in the presence or absence of HMB (1 mM).

### 2.8. Serum Hormones

Circulating hormone levels were analyzed using serum collected in week 10 (before dietary HMB supplementation and tumor cell injection). Insulin levels were measured using the Bio-Plex Pro Mouse Diabetes Insulin Single Plex Assay (Bio-Rad, Hercules, CA, USA) and insulin-like growth factor (IGF)-1 levels were measured using the Millipore MILLIPLEX Rat/Mouse IGF-1 Single Plex Assay (Millipore, Burlington, MA, USA). Analysis was performed using the Bio-Plex 100 Analysis System (Bio-Rad, Hercules, CA, USA).

### 2.9. Tumor and Muscle Hematoxylin and Eosin Staining and Immunohistochemistry

Paraffin-embedded tumors and gastrocnemius muscles were cut into 4-µm-thick sections and processed for either hematoxylin and eosin (H&E) or immunohistochemical (IHC) staining. The gastrocnemius muscle tissue was cut cross-sectionally to quantify the thickness of each individual fiber. Staining was performed at the Histology Core Laboratory at the University of Texas-MD Anderson Cancer Center, Science Park Research Division (Smithville, TX, USA).

For IHC, antigen retrieval was achieved by microwaving slides with a 10 mM citrate buffer. Nonspecific binding was blocked by treating sections with Biocare blocking reagent (Biocare Medical, Pacheco, CA, USA) for 30 min at room temperature, followed by incubation with the primary antibody diluted in a blocking buffer overnight at 4 °C. The following primary antibodies and dilutions were used: phospho-S6 ribosomal protein S235/236 (Cell Signaling, 1:100) and Ki-67 (Dako, 1:100).

Images were captured by the Aperio ScanScope XT (Aperio Technologies, Vista, CA, USA) and staining was quantified using the Aperio ImageScope (Aperio Technologies, Vista, CA, USA). Automated algorithms were used to determine positive nuclear staining of Ki-67 and positive cytoplasmic staining of phospho-S6. The percentage of positive cells (or positive intensity) was obtained with a 10× objective in four different areas of the PDAC sections. Necrotic sections were excluded. Positive staining was averaged per treatment group.

### 2.10. Gene Expression Microarray Analysis

Total RNA was extracted using TRIzol and the RNeasy Kit (Qiagen, Hilden, Germany) from homogenized tumor samples, and RNA quality was assessed using an Agilent bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The Affymetrix Mouse Gene 2.1 ST 24-Array plate was used for Study 1, and the Clariom S array was used for all other samples. Feature selection for PCA and hierarchical clustering was conducted using F or *t* statistics.

Gene Set Enrichment Analysis (GSEA) using the Hallmark and GO biological process curated gene sets in the Molecular Signatures Database (MSigDB) was run with the default criteria and 1000 permutations [29,30].

Digital cytometry was performed using CIBERSORTx [31], using the mouse reference signatures obtained from seq-immuCC [32] and 1000 permutations.

### 2.11. Mass Cytometry

Tumors were dissociated using the Miltenyi mouse tumor dissociation kit, and CD45+ cells were enriched using Percoll differential centrifugation. Live cells were stained using Cell-ID cisplatin, and Fc receptors were blocked with TruStain FcX (1:100) prior to extracellular staining using the University of North Carolina mass cytometry core antibody panel. Cells were fixed and permeabilized for intracellular staining of FoxP3 using the eBioscience FoxP3 (ThermoFisher Scientific, Waltham, MA, US) staining buffer set. Finally, cells were intercalated with iridium overnight. Live CD45+ single cells were gated using Cytobank software (version 9.0, Beckman Coulter, Brea, CA, USA) and then analyzed in R as previously described [33]. Briefly, following hyperbolic inverse sine transformation, a self-organizing map was built, and consensus clustering was performed. Over-clustered clusters were collapsed manually and visualized by tSNE plots. The differential abundance of each cell type and the differential expression of each marker with each cell type was determined by a generalized linear mixed logistic model.

### 2.12. Quantitative RT-PCR

RNA was isolated from differentiated C2C12 myotubes using the E.Z.N.A. total RNA extraction kit (Omega Bio-Tek, Norcross, GA, USA). Total RNA was reverse-transcribed to cDNA using the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher Scientific, Waltham, MA, US). Gene expression was normalized to the housekeeping gene ß-actin. Relative differences in gene expression were analyzed using the 2^-ΔΔCT^ method. All primers used are listed in Table S1.

### 2.13. Muscle Fiber Size

Cross-sectional images of H&E-stained gastrocnemius muscle were analyzed using Fiji (ImageJ Version 1.53n from the NIH). Prior to analysis, the Advanced Weka Segmentation classifier included in Fiji was trained by manually marking regions of the small and dark slow-twitch fibers, the large and light fast-twitch fibers, and the slide background [34]. Muscle fiber size was determined using the minimal Feret’s diameter [35]. Randomly selected slides (*n* = 6 mice/group), with 100–400 randomly selected muscle fibers per slide, were analyzed. The minimal Feret’s diameters of each fiber were averaged for each treatment group.

### 2.14. Western Blots

Cells were homogenized in a radioimmunoprecipitation (RIPA) buffer with protease and phosphatase inhibitors and incubated on ice for 30 min. Samples were then centrifuged at 16,000 RCF for 15 min at 4 °C, and the supernatant was transferred to a new tube.

Protein lysates were resolved using a 4–16% gradient of polyacrylamide gels and transferred to nitrocellulose membranes (Sigma, St. Louis, MO, USA). The following primary antibodies and dilutions were used: myosin heavy chain (1:1000; R&D Systems, Minneapolis, MN, USA), phospho-p65^S536^ (1:1000; Cell Signaling Technology, Danvers, MA, USA), p65 (1:1000; Cell Signaling Technology, Danvers, MA, USA), ß-actin (1:10,000; Santa Cruz, Dallas, TX, USA), α-tubulin (1:10,000; Santa Cruz, Dallas, TX, USA), and histone H3 (1:1000; Cell Signaling Technology, Danvers, MA, USA). Membranes were incubated for 1 h at room temperature in species-specific secondary antibodies (LI-COR) diluted 1:5000 in 5% BSA in TBS-T.

Membranes were scanned and densitometry was assessed using the Odyssey infrared fluorescent imaging system using LI-COR software (version 5.2, LI-COR, Lincoln, NE, USA). Raw values were compared between groups only if samples were on the same membrane. Raw values normalized to loading control levels were used to calculate the relative protein levels.

### 2.15. Nuclear and Cytoplasmic Fractionation of C2C12 Myotubes

To generate nuclear and cytoplasm-enriched fractions, 5 × 10^6^ C2C12 myotubes were incubated in a hypotonic fractionation buffer containing 10 mM HEPES (pH 7.4), 10 mM KCl, 1 mM MgCl2, 1 mM EDTA, 1 mM EDGA, 1 mM DTT, and protease and phosphatase inhibitors on ice for 20 min. Cells were then sheared by passing the solution 5 times through a 17-gauge needle and then incubating them on ice for an additional 10 min. The cytoplasmic fraction was obtained by centrifuging the solution at 710 RCF for 5 min and retaining the supernatant. The nuclear fraction was then washed with a hypotonic fractionation buffer, cycling it through a 15-gauge needle 10 times. The nuclear fraction was centrifuged at 20,000 RCF for 5 min and the pellet was lysed in a RIPA lysis buffer and sonicated. Histone H3 and α-tubulin were used as purity controls for the nuclear and cytoplasmic fractions, respectively.

### 2.16. Statistical Analyses

Statistical analyses were conducted using GraphPad Prism (GraphPad Software 9.0.0, San Diego, CA, USA). Comparisons between the two groups were analyzed using unpaired, two-tailed t-tests. Comparisons among more than two groups were analyzed using one-way ANOVA. Associations between HMB treatment and muscle fiber size and CD3 staining were determined by two-way ANOVA. Principal components analysis (PCA) and hierarchical clustering was performed using R (version 4.0.2, R Core Team, Vienna, Austria).

## 3. Results

### 3.1. DIO Increases Bodyweight and Circulating Glucose, Insulin, and IGF-1 Levels

To determine whether HMB alters obesity-exacerbated PDAC tumor growth, we fed male C57BL/6 mice the control diet (10% kcal fat) or a high-fat DIO diet (60% kcal fat) to promote obesity. Following 10 weeks of the diet treatment, we confirmed that mice had achieved the metabolic characteristics expected of DIO. Relative to the control mice, DIO mice had significantly greater bodyweight, fasting blood glucose, and serum levels of insulin and IGF-1 (Figure S1A–D). Subsequently, mice were randomized to either continue on their respective diets or receive the same diets with HMB supplementation (control + HMB and DIO + HMB), and also received PDAC tumor injections. HMB supplementation did not alter terminal bodyweight in either diet group (Figure S1E).

### 3.2. HMB Supplementation Reduces Transplanted PDAC Growth in DIO Mice Independent of Gemcitabine Treatment, Glucose Levels, and mTOR Activation

DIO mice had an increased tumor volume relative to the control mice (Figure 1A,B). DIO + HMB mice had a reduced tumor volume relative to DIO mice; however, the tumor volume in control + HMB mice was not altered relative to that in control mice.

When treated with gemcitabine (50 mg/kg every third day), a common PDAC chemotherapeutic agent, DIO mice continued to have an elevated tumor volume compared with control mice. HMB supplementation significantly reduced tumor size in DIO mice such that tumor mass was not different than that of the unsupplemented control (Figure 1C,D). HMB supplementation did not alter blood glucose in either lean or obese mice (Figure S2A). Tumoral Ki-67 expression, a marker of proliferation, was increased in tumors from DIO mice relative to tumors from control mice, while tumors from the DIO + HMB mice displayed Ki-67 expression levels intermediate to the control and DIO groups (Figure S2B). However, gemcitabine treatment did not affect Ki-67 expression (Figure S2C). Given that HMB indirectly promotes mTOR activation via a number of mechanisms [36], we assessed tumor mTOR activity. HMB did not alter mTOR activity, as reflected by the extent of S6 phosphorylation in control and DIO mice, irrespective of gemcitabine treatment (Figure S2D,E).

### 3.3. HMB Partially Reverses DIO-Associated Changes in Gene Expression in the Tumor Microenvironment

We performed microarray transcriptomic analysis on tumors from control and DIO mice with and without HMB supplementation. Principal component analysis and hierarchical clustering of our transcriptomic data, following feature selection using differential gene expression analysis, revealed a clear separation in gene expression in tumors from control and DIO mice, as well as separation between tumors from the HMB-treated and untreated groups (Figure 1E,F).

We next utilized GSEA to stratify differential gene expression by physiological processes, using the curated Hallmark gene sets [30]. Normalized enrichment scores and the associated FDRq values for the binary comparisons (control vs. control + HMB, control vs. DIO, control vs. DIO + HMB, and DIO vs. DIO + HMB) are listed in Table S2. The GSEA analysis comparing tumors from control and DIO mice revealed that DIO modulated numerous cancer-associated pathways, including hypoxia, KRAS signaling, and the epithelial-to-mesenchymal transition (EMT), as well as one immune-related gene set. Control + HMB mice, relative to the unsupplemented control, increased three immune-related gene sets as well as several other gene sets, including cholesterol metabolism and KRAS signaling. The comparison of control and DIO + HMB mice resembled the comparison of the control with either factor in isolation, with enrichment of six out of a total of seven available immune-related gene sets (Figure 1G). The tumoral sensitivity of immune-related pathways to HMB treatment was confirmed in the comparison of DIO vs. DIO + HMB mice, in which allograft rejection was the only gene set enriched in tumors from HMB treated mice (Table S2).

We next analyzed our transcriptomic data using GO biological process gene sets using the same binary comparisons. Several hundred gene sets were differentially enriched (Table S2). To reduce redundancy between these gene sets [37], we mapped the resulting data as enrichment maps and clustered them by gene set overlap. In agreement with our initial Hallmark gene sets, tumors from DIO mice were enriched for gene sets relating to prostaglandin signaling and metabolism relative to the control (Figure 2A). Suppression of olfactory signaling by HMB was the only enriched cluster detected when contrasting control vs. control + HMB tumors (Figure 2B). The overwhelming majority of gene sets and clusters enriched in DIO + HMB tumors, when compared with DIO tumors, were immune-related, and were all enriched in the HMB-supplemented group (Figure 2C). The comparison of control vs. DIO + HMB mice indicated that >100 gene sets, many immune- or metabolism-related (Table S2), were enriched in DIO + HMB mice (Figure 2D). We also stained tumor sections for CD3 to determine tumor CD3+ T cell abundance using CD3 IHC. While CD3+ T cell abundance was not different among groups, a two-way ANOVA indicated a significant positive association between HMB and CD3+ T cell numbers (Figure 2E).

### 3.4. HMB Supplementation Promotes a Response to Anti-PD1 Immune Checkpoint Inhibition

Since PDAC has thus far proven unresponsive to available immunotherapies [1,38], we hypothesized that HMB would promote a response in these tumors, similar to its effects in DIO mice. Hence, we subcutaneously injected Panc02 cells into mice fed a control diet (AIN-93G) with (control + HMB) or without (control) 1% HMB supplementation. Two weeks following tumor injection, we treated these mice with or without anti-PD1 immunotherapy (200 µg/mouse every third day). We assessed the toxicity of anti-PD1 or the combination of anti-PD1 + HMB via bodyweight measurements but did not observe any differences among groups (Figure 3A). Neither HMB nor anti-PD1 alone altered tumor mass. However, the combination of anti-PD1 + HMB resulted in a reduced tumor burden relative to the anti-PD1-only group (Figure 3B,C).

We next used GSEA to determine pathway activation within the tumors’ transcriptomic data. 

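Gene expression was analyzed in 26 of the subcutaneous Panc02 tumors, which derive from a murine pancreatic ductal adenocarcinoma cell line. There were 6 tumors from control mice, 7 from HMB-supplemented mice, 6 from anti-PD1-treated mice and 7 from mice given anti-PD1 + HMB. HMB, a metabolite of leucine, made up 1% of the diet starting 1 week ahead of the injection. Anti-PD1, an antibody against an inhibitory receptor of T cells, was given at 200 µg per mouse at intervals of 3 days from 2 weeks after the injection. The paper gives 250000 injected cells per mouse and the sample labels give 200000. Tumors were assigned to groups by their labels, and the design note of the series gives other group sizes. RNA of each whole tumor was hybridized to 1 Clariom S array, so transcripts of every cell type in the excised tissue enter the values, and the number of arrays limits the precision. The authors deposited 1 processed log-scale value per probe set and tumor. The log base and the normalization are not given in the sources used here, and base 2 was assumed for every log2 value. The array medians lay between 6.97 and 7.11. Negative-control probe sets had medians of 6.96 to 7.26 and 95th percentiles of 10.9 to 11.3 per array, and 3772 to 4489 of 19505 genes lay above that percentile. No gene was called present or absent, since low values could not be told from background. The 19505 genes with a symbol were compared between groups with limma in a single fit of all 26 tumors, with Benjamini-Hochberg adjustment. In place of the Hallmark sets, which were not used here, 40 lists of pathway themes and cell type markers were written. The array values had not been examined by then, but the paper's enrichment results for these tumors (Table S3) had been read. The choice of themes is therefore not independent of those results. Of the 40, 7 carry the names of immune-related Hallmark themes. Each list was compared with all other genes by camera at a preset inter-gene correlation of 0.01, and again with a correlation estimated from the data. A list's value is the mean log2 difference of its members, and a list's score in a tumor is the mean of its members' log2 values, each minus that gene's mean over the 26 tumors. Scores were compared between 2 groups by a two-sided exact permutation test. In place of the GO sets, 711 Reactome sets of 15 to 500 measured genes were tested in the same way. Reactome sets overlap, and some called sets had the same size and values under different names. A count of sets is therefore not a count of separate results.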

All enrichment scores and associated FDRq values are listed in Table S3.

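In the 6 tumors of anti-PD1-treated mice, gene groups of interferon response and of T cells were higher than in the 6 control tumors. The interferon-gamma response list, made up of genes induced by the main cytokine of activated T and NK cells, rose by a mean log2 difference of 0.65, with 37 of 38 members higher (camera adjusted p = 1.98e-07, adjusted p = 0.65 with an estimated correlation). Its members include Tap1, which moves peptides to MHC class I molecules, at a log2 fold change of 0.79 (SE 0.40), and Irf1, a transcription factor of the interferon response, at 0.75 (SE 0.42). The allograft rejection theme rose by 0.47 (45 of 50 members higher, adjusted p = 2.52e-05), the interferon-alpha response by 0.31 (40 of 45 higher, adjusted p = 3.75e-05) and the TNF NF-kappaB theme by 0.29 (56 of 72 higher, adjusted p = 2.43e-05). With an estimated correlation these had adjusted p = 0.65, 0.65 and 0.59. Nr4a2, an immediate early transcription factor in the TNF theme, had a log2 fold change of 1.11 (SE 0.28). Immediate early and heat shock genes, which respond to tissue handling, rose in the same tumors and did not pass with an estimated correlation (adjusted p = 0.59). The other immune themes did not pass, with 0.18 for IL-2 STAT5 signaling (adjusted p = 0.11), 0.11 for IL-6 JAK STAT3 signaling (adjusted p = 0.23) and 0.10 for the inflammatory response (adjusted p = 0.38). T cell markers rose by 0.59, with 21 of 22 higher (adjusted p = 0.000408, adjusted p = 0.65 with an estimated correlation). Cytotoxic effector genes rose by 0.62, with 14 of 17 higher (adjusted p = 0.00347, adjusted p = 0.65 with an estimated correlation), among them Prf1, which encodes the pore-forming perforin, at 1.51 (SE 0.68), and the granzyme Gzmk at 1.54 (SE 0.51). Checkpoint genes rose by 0.49 (adjusted p = 0.00424, adjusted p = 0.65 with an estimated correlation), a call lost without control tumor 3 (0.30) or anti-PD1 tumors 5 or 6 (0.25 and 0.35). Of these, Pdcd1, which encodes PD-1 itself, was at 1.43 (SE 0.61) and the inhibitory receptor Tigit at 1.11 (SE 0.33). Markers of epithelial cells rose beside them by 0.77, with 10 of 13 higher (adjusted p = 0.00103, adjusted p = 0.65 with an estimated correlation), and all 6 anti-PD1 tumors scored above the control mean. Keratinocyte genes were at 0.59 (adjusted p = 0.00014) and endothelial genes at -0.36 (adjusted p = 0.0026). With an estimated correlation neither passed (adjusted p = 0.59 and 0.65). The keratinocyte call was lost without anti-PD1 tumor 6 (0.22). The endothelial call was lost without control tumor 4 or anti-PD1 tumor 2 (-0.16 and -0.27). No gene passed an adjusted p of 0.05 by limma, where 471 were higher and 700 lower at an unadjusted p under 0.05, and none passed by the methods' t-test after adjustment, where 1386 did unadjusted. When adjusted over the list alone, Nr4a2 passed in the TNF theme and Tigit among 14 checkpoint genes, and no member of the other lists named here did. The group means of Nr4a2, Prf1, Gzmk, Pdcd1 and Tigit lay below the background level, the 95th percentile of the negative controls, where a difference in RNA and a difference in background cannot be separated. Without tumor 3 of the control group the interferon-gamma, interferon-alpha and allograft values were 0.41, 0.18 and 0.28. The cytotoxic list did not pass without it (0.43, adjusted p = 0.097). Without tumor 5 of the anti-PD1 group the interferon-gamma, allograft and T cell values were 0.43, 0.28 and 0.36. The cytotoxic list did not pass (0.32, adjusted p = 0.34).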

The comparison of anti-PD1 vs. control indicated modest activation of immune-related gene sets (four of seven), along with limited induction of other cellular metabolic or signaling responses (Figure 3D). 

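In the 7 tumors of HMB-supplemented mice, genes of fatty acid oxidation rose by a mean log2 difference of 0.52 over the 6 control tumors, with 19 of 23 members higher (camera adjusted p = 4.12e-06, adjusted p = 0.41 with an estimated correlation). The score of this list lay above the control mean of -0.243 in 7 of 7 tumors (exact permutation test, p = 0.011, adjusted p = 0.22 over the lists). The rise was uneven. The lowest HMB score, -0.24, lay within the control range of -0.303 to -0.198, and 4 of 7 HMB scores were above 0. Cpt1b, the muscle form of the enzyme that admits long-chain fatty acids to mitochondria, had log2 values of 6.51 ± 0.53 (SD, n = 7) with HMB and 5.36 ± 0.47 (SD, n = 6) in the control, a log2 fold change of 1.15 (SE 0.26). Pdk4, a kinase that shifts fuel use from glucose to fat, was at 2.97 (SE 1.03), and the thiolase Acaa2 and the dehydrogenase Hadh, both of mitochondrial β-oxidation, were at 0.75 (SE 0.24) and 0.43 (SE 0.15). Skeletal muscle genes rose with this list by 1.42, with all 47 members higher (adjusted p = 5.22e-12, adjusted p = 0.41 with an estimated correlation), and the myosin light chain Myl1 was at 5.06 (SE 1.60). Adipocyte markers rose by 1.64 (20 of 20 higher, adjusted p = 1.13e-06) and fibroblast and matrix genes by 1.23 (25 of 28 higher, adjusted p = 1.36e-08), each with adjusted p = 0.41 with an estimated correlation. The collagen chain Col6a2 was at 1.43 (SE 0.58) and the matrix proteoglycan Vcan at 1.71 (SE 0.63). Epithelial genes rose by 0.83, with 11 of 13 higher (adjusted p = 0.000892, adjusted p = 0.41 with an estimated correlation), led by the cytokeratin Krt19 at 2.31 (SE 0.79). Estrogen-responsive genes had a mean of 0.33, with 12 of 18 higher, and did not pass (adjusted p = 0.071), although their score lay above the control mean in 7 of 7 tumors (exact permutation test, p = 0.013, adjusted p = 0.22 over the lists). Rara, a retinoic acid receptor gene of this list, was at 0.58 (SE 0.21), while Esr1, which encodes estrogen receptor alpha, was at -0.58 (SE 0.27) and its target Greb1 at -0.39 (SE 0.19). By limma 0 genes passed an adjusted p of 0.05, with 612 higher and 740 lower at an unadjusted p under 0.05, and by the methods' t-test 0 passed after adjustment and 1322 did unadjusted. Erbb3, a receptor tyrosine kinase gene, was at 1.35 (SE 0.29) with an adjusted p of 0.33, the smallest of this comparison, which other genes shared. When adjusted over the list alone, Cpt1b, Acaa2, Pdk4 and Hadh passed among the fatty acid oxidation genes, and Krt19, Krt7 and Esrp1 among the epithelial genes. Cpt1b, Pdk4, Myl1, Vcan, Krt19, Esrp1, Esr1, Greb1 and Erbb3 in both group means, and Krt7 and Rara in the control mean, lay below the background level, so the size of these fold changes is uncertain. With the muscle, adipocyte and B cell scores as covariates, chosen after seeing the data, the fatty acid oxidation and fibroblast lists did not pass (0.07 and 0.32). The muscle value was 0.69 without tumor 5 of the HMB group, the adipocyte value 1.09 without its tumor 2, and the fibroblast value 0.71 without tumor 4 of the control group.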

The comparison of control vs. HMB indicated once again that HMB promoted the activation of various cellular signaling and metabolic pathways, including estrogen signaling and fatty acid metabolism. In contrast to our previous finding of the modest activation of immune-related gene sets, we observed the suppression of three of seven immune-related gene sets following HMB treatment. However, the comparison of control vs. anti-PD1 + HMB indicated robust activation of anti-tumor immunity (six of seven immune-related gene sets), with limited activation of other pathways. 

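Interferon-gamma response genes fell in the HMB tumors (n = 7), with a mean log2 difference from control (n = 6) of -0.89 and 37 of 38 members lower (camera adjusted p = 3.5e-14, adjusted p = 0.41 with an estimated correlation). At an unadjusted p under 0.05, 17 of these members were lower and 0 higher. Gbp2, an interferon-induced GTPase of host defense, had log2 values of 13.93 ± 1.33 (SD, n = 7) with HMB and 15.85 ± 1.04 (SD, n = 6) in the control. The related GTPase Igtp had a log2 fold change of -1.90 (SE 0.67), the T cell-attracting chemokine Cxcl9 was at -1.41 (SE 0.59), and Ifng, which encodes interferon-gamma itself, was at -1.17 (SE 0.51). Genes of MHC class I presentation fell by 0.55, with 16 of 18 lower (adjusted p = 2.34e-07, adjusted p = 0.41 with an estimated correlation). Among them the immunoproteasome subunit Psmb10 was at -0.96 (SE 0.36) and B2m, the invariant chain of class I molecules, at -0.30 (SE 0.12). Genes of MHC class II presentation fell by 0.67, with 8 of 9 lower (adjusted p = 0.000537, adjusted p = 0.41 with an estimated correlation), and the class II chain H2-Aa was at -0.98 (SE 0.38). Of the other immune themes, the allograft rejection theme fell by 0.48 (43 of 50 lower, adjusted p = 3.43e-06), the interferon-alpha response by 0.26 (37 of 45 lower, adjusted p = 0.00187), the inflammatory response by 0.24 (52 of 69 lower, adjusted p = 0.00528) and IL-6 JAK STAT3 signaling by 0.18 (33 of 50 lower, adjusted p = 0.034). With an estimated correlation these had adjusted p = 0.42, 0.63, 0.42 and 0.44. The inflammatory cytokine Il1a was at -1.31 (SE 0.61) and the bacterial pattern receptor Tlr2 at -0.93 (SE 0.29). IL-2 STAT5 signaling (-0.10, adjusted p = 0.35), the TNF NF-kappaB theme (-0.01, adjusted p = 0.48) and T cell markers (-0.25, adjusted p = 0.26) did not pass. No member of these lists passed the test over all genes, and none passed when adjusted over the list alone. Tnfsf13b, which encodes the B cell survival factor BAFF, was among the 10 named lower genes with the smallest p, at a log2 fold change of -1.81 (SE 0.38, limma adjusted p = 0.33). The score of interferon-gamma genes was lower than the control mean in 6 of 7 HMB tumors (exact permutation test, p = 0.062). The interferon-alpha list did not pass without tumor 1 of the control group (-0.13, adjusted p = 0.17) or tumors 5 or 6 of the HMB group (-0.16 and -0.15). The inflammatory list did not pass without HMB tumors 4 or 5 (-0.17 and -0.16) or control tumor 5 (-0.18). The IL-6 list did not pass when any 1 of 7 tumors was left out (-0.18 to -0.13). Without HMB tumor 5 the allograft and class II values were -0.28 and -0.42, and both passed. Below the background level were both group means of Ifng, Il1a and Tnfsf13b and the HMB mean of Tlr2. Macrophage markers fell and muscle, adipocyte and fibroblast lists rose in the same tumors, and none of these 4 passed with an estimated correlation (adjusted p = 0.41 for each). With the muscle, adipocyte and fibroblast scores as covariates the interferon-gamma value was -0.38 (SE 0.50), and with the macrophage score it was -0.32 (SE 0.37).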

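T cell markers were higher in the 7 anti-PD1 + HMB tumors than in the 6 control tumors for all 22 members, with a mean log2 difference of 1.32 (camera adjusted p = 6.25e-17, adjusted p = 0.29 with an estimated correlation). The score of these markers was 0.90 ± 1.36 (SD, n = 7) with anti-PD1 + HMB and -0.43 ± 0.52 (SD, n = 6) in the control, and lay above the control mean in 7 of 7 tumors (exact permutation test, p = 0.015, adjusted p = 0.20 over the lists). Icos and Cd28, which encode costimulatory receptors of T cells, had log2 fold changes of 1.84 (SE 0.54) and 1.82 (SE 0.53), and Cd3e, a chain of the T cell receptor complex, had 1.75 (SE 0.66). Regulatory T cell genes rose by 0.80, with 10 of 11 higher (adjusted p = 1.75e-07), and this was the list that also passed with an estimated correlation (adjusted p = 0.048) and by fry (adjusted p = 0.017). Its score passed an exact permutation test before adjustment over the lists (p = 0.0029) and not after (adjusted p = 0.058). Among them the inhibitory receptor Ctla4 was at 1.81 (SE 0.50), the costimulatory receptors Tnfrsf4 and Tnfrsf18 at 1.39 (SE 0.36) and 1.30 (SE 0.37), and the chemokine receptor Ccr8 at 1.04 (SE 0.31). The highest score of the regulatory T cell list, 1.36, was in anti-PD1 + HMB tumor 7, and the lowest of that group was 0.04. Foxp3 had no named probe set, and Ctla4 and Il2ra are shared with the allograft theme. Ctla4, Il2ra, Ikzf2, Ikzf4, Tnfrsf4, Tnfrsf9, Tnfrsf18 and Gpr83 are also in the IL-2 STAT5 theme. T cell markers such as Cd3e, Cd28 and Icos are in the allograft theme too, so these lists are not independent. The value of the regulatory T cell list therefore cannot be read as a number of regulatory T cells. All 7 immune themes rose. The allograft rejection theme was at 0.87 (49 of 50 members higher, adjusted p = 1.33e-17), the interferon-gamma response at 0.51 (36 of 38, adjusted p = 5.11e-06), IL-2 STAT5 signaling at 0.49 (36 of 47, adjusted p = 1.05e-07) and the TNF NF-kappaB theme at 0.28 (51 of 72, adjusted p = 2.57e-05). The interferon-alpha response was at 0.23 (adjusted p = 0.000915), the inflammatory response at 0.21 (adjusted p = 0.011) and IL-6 JAK STAT3 signaling at 0.17 (adjusted p = 0.043). With an estimated correlation none of the 7 passed, with adjusted p = 0.27 for the IL-2 theme and 0.33 for the allograft theme at the lowest. Checkpoint and exhaustion genes rose by 0.80, with 14 of 14 higher (adjusted p = 6.74e-06, adjusted p = 0.36 with an estimated correlation), and Pdcd1 was at 1.35 (SE 0.59). Genes of other cell types rose with these lists: skeletal muscle genes by 1.81 (adjusted p = 1.33e-17, adjusted p = 0.36 with an estimated correlation) and markers of B and plasma cells by 0.91 (adjusted p = 6.6e-05, adjusted p = 0.54 with an estimated correlation). Limma called no gene at an adjusted p of 0.05, with 668 higher and 918 lower at an unadjusted p under 0.05, and the methods' t-test called none after adjustment and 1241 unadjusted. When adjusted over the list alone, 8 T cell markers and 9 IL-2 theme genes passed as higher. So did Tnfrsf4, Ctla4, Tnfrsf18, Ccr8 and Il2ra among the regulatory T cell genes, Ctla4, Cd28, Icos and Il2ra in the allograft theme, Ctla4 among the checkpoint genes, and the prostaglandin receptor Ptger2 in the inflammatory theme. All genes named here except Cd3e had group means below the background level, as did Cd3e in the control, so the size of their fold changes is uncertain. Tumor 7 of the anti-PD1 + HMB group had the highest T cell score, 3.75, and without it the T cell value was 0.85 (adjusted p = 6.33e-12) and the B and plasma cell value -0.11 (adjusted p = 0.64). The interferon-alpha and inflammatory lists did not pass without control tumor 3 or anti-PD1 + HMB tumor 2 (0.10 to 0.15). Nor did the interferon-alpha list without tumor 5 of that group (0.11), the inflammatory list without its tumor 3 (0.18) or the IL-6 list when any 1 of 7 tumors was left out (0.11 to 0.17). Without control tumor 1 the interferon-alpha value was 0.35 (adjusted p = 2.54e-06). The interferon-gamma value was 0.28 without control tumor 3 and 0.33 without anti-PD1 + HMB tumor 2. The paper states that the comparison of control and anti-PD1 + HMB pointed to robust activation of anti-tumor immunity, counted in immune-related Hallmark sets, in contrast to the suppression of such sets with HMB alone (Fig. 3D).

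**Figure D1:**
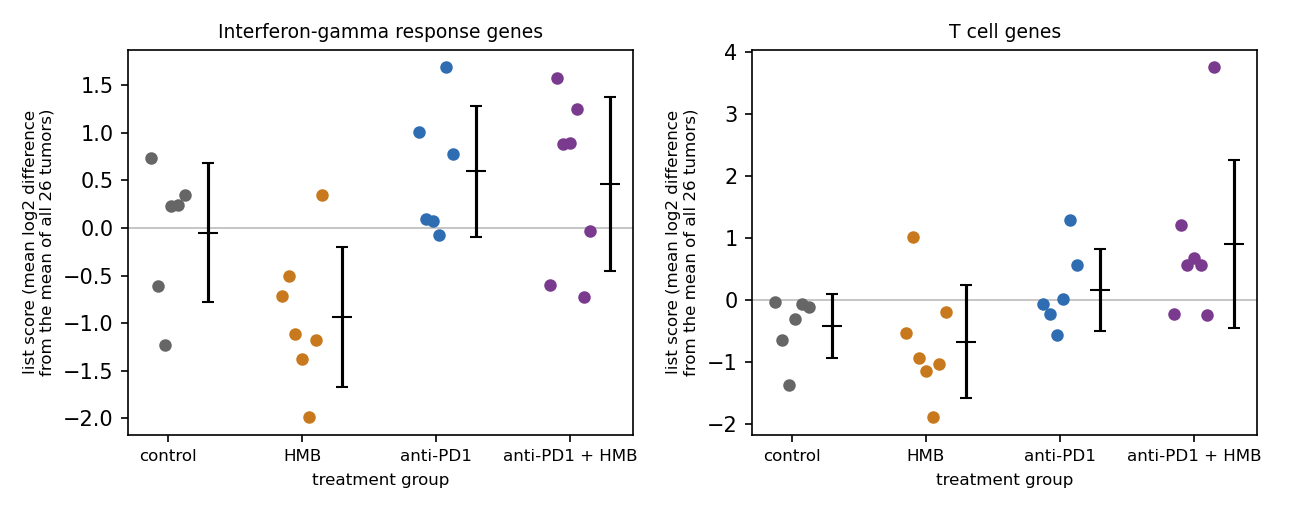
Scores of the interferon-gamma response and T cell lists in each tumor, in log2 units relative to the mean of all 26 tumors, by treatment group. Points are tumors, and the bars to their right are the mean ± SD; the T cell score of 1 anti-PD1 + HMB tumor is 3.75, and the group means of the T cell score are -0.43 in the control, -0.67 with HMB, 0.16 with anti-PD1 and 0.90 with anti-PD1 + HMB.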

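NK cell genes rose in anti-PD1 + HMB tumors (n = 7) over control tumors (n = 6) by a mean log2 difference of 0.71, with 16 of 16 members higher (camera adjusted p = 4.23e-06, adjusted p = 0.36 with an estimated correlation). The score of the list was 0.60 ± 0.74 (SD, n = 7) against -0.11 ± 0.60 (SD, n = 6), a difference that the exact permutation test did not separate from the spread between tumors (p = 0.084). Il2rb, the receptor chain through which interleukins 2 and 15 act on NK and T cells, had a log2 fold change of 1.56 (SE 0.67). Klrb1f, an activating receptor of the NK lectin family, was at 1.09 (SE 0.34), and the lectin receptors Klrd1 and Klri2 were at 1.19 (SE 0.56) and 0.83 (SE 0.42). Il2rb and Klrd1 are also expressed by activated T cells. Cytotoxic effector genes, which NK and T cells share, rose by 0.62, with 15 of 17 higher (adjusted p = 0.000268, adjusted p = 0.46 with an estimated correlation), and the chemokine Ccl5 was at 1.64 (SE 0.67). With anti-PD1 alone (n = 6) the NK list was at 0.25 and did not pass (adjusted p = 0.19). With HMB alone (n = 7) it fell by 0.52, with 16 of 16 members lower (adjusted p = 0.00184, adjusted p = 0.42 with an estimated correlation). Cd244a and Klrk1, which encode receptors of NK cells, were at -0.78 (SE 0.41) and -0.90 (SE 0.55). Cd244a is also in the list of checkpoint and exhaustion genes. No NK gene passed in any of these comparisons, by limma over all genes or when adjusted over the list alone. Klrb1f, Klrd1, Klri2, Cd244a and Klrk1 had group means below the background level, and Il2rb and Ccl5 had control means below it. Resting and activated NK cells were not separated, since the list holds markers of NK cells as a whole. Without tumor 5 of the HMB group, which is highest in skeletal muscle genes, the NK list did not pass with HMB (-0.32, adjusted p = 0.073).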

Digital cytometry using CIBERSORTx revealed no difference in the resting NK cell population but an increased number of activated NK cells in anti-PD1 + HMB compared with the control (Figure 3E,F). 

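Genes associated with M2-like macrophages rose in both HMB-fed groups relative to control tumors (n = 6). With HMB alone (n = 7) their mean log2 difference was 0.57, with 18 of 24 members higher (camera adjusted p = 0.000892, adjusted p = 0.41 with an estimated correlation), and with anti-PD1 + HMB (n = 7) it was 0.83, with 21 of 24 higher (adjusted p = 2.19e-07, adjusted p = 0.27 with an estimated correlation). Cd163, a scavenger receptor of M2-like macrophages, had log2 values of 7.62 ± 0.33 (SD, n = 7) with HMB and 6.16 ± 0.73 (SD, n = 6) in the control, and a log2 fold change of 1.08 (SE 0.44) with anti-PD1 + HMB. The transglutaminase F13a1 and the folate receptor Folr2, both found in resident tissue macrophages, were at 2.12 (SE 0.68) and 1.67 (SE 0.62) with HMB, while Tgm2, another gene of the list, was at -0.90 (SE 0.38). With anti-PD1 + HMB the lectin receptor Clec10a was at 1.15 (SE 0.46), the anti-inflammatory cytokine Il10 at 0.70 (SE 0.23) and the PD-1 ligand gene Pdcd1lg2 at 1.57 (SE 0.69). The group means of Cd163, F13a1, Folr2, Clec10a, Il10 and Pdcd1lg2 lay below the background level, as did those of Cx3cr1 and Tnf and the HMB mean of Tgm2, so the size of these differences is uncertain. The score of the M2-like list lay above the control mean in 6 of 7 HMB tumors (exact permutation test, p = 0.064) and in 7 of 7 anti-PD1 + HMB tumors (exact permutation test, p = 0.042, adjusted p = 0.24 over the lists). General macrophage markers fell with HMB by 0.44, with 18 of 19 lower (adjusted p = 9.74e-07, adjusted p = 0.41 with an estimated correlation). Among them were the lysosomal protease Ctss at -0.62 (SE 0.17), which passed when adjusted over the list alone, and the complement subunit C1qb at -0.53 (SE 0.24). With anti-PD1 + HMB these markers were at -0.07 and did not pass (adjusted p = 0.80), with the chemokine receptor Cx3cr1 at -0.82 (SE 0.44). M1-like genes fell with HMB by 0.46, with 15 of 18 lower (adjusted p = 0.026, adjusted p = 0.42 with an estimated correlation), including Tnf, which encodes the inflammatory cytokine TNF, at -1.09 (SE 0.60). With anti-PD1 + HMB the M1-like list was at 0.24 and did not pass (adjusted p = 0.11). With anti-PD1 alone (n = 6) neither list passed, with 0.24 for M1-like (adjusted p = 0.19) and 0.24 for M2-like genes (adjusted p = 0.19). Adipocyte and skeletal muscle genes rose in both HMB-fed groups, and fibroblast genes with HMB alone. With an estimated correlation none passed (adjusted p = 0.41 for the 3 with HMB, 0.54 for adipocyte and 0.36 for muscle genes with anti-PD1 + HMB). The adipocyte list did not pass without anti-PD1 + HMB tumor 7 in that group (0.30). With the muscle, adipocyte and B cell scores as covariates, chosen after seeing the data, the M2-like values were 0.38 with HMB and 0.76 with anti-PD1 + HMB, both past the test, and the macrophage list did not pass with HMB (-0.14). No other member of the M1-like, M2-like or macrophage lists passed, by limma over all genes or when adjusted over the list alone. The M1-like list did not pass with HMB when any 1 of 7 tumors was left out (-0.42 to -0.36). Fractions of M0-, M1- and M2-like cells were not estimated here, and whole-tumor RNA does not give expression per macrophage.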

Further, M0-like and M1-like macrophage populations were not altered; however, M2-like macrophage abundance was reduced in both HMB and anti-PD1 + HMB compared with the control (Figure 3G–I).

Once again, to gain a more granular insight into pathways activated by HMB, anti-PD1, or the combination of both treatments, we applied GSEA using the GO biological process gene sets, followed by enrichment mapping. All enrichment scores and the associated FDRq values are listed in Table S3. This approach confirmed that anti-PD1 alone compared with the control promoted limited pathway alteration (Figure 4A). 

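Among the Reactome sets, 53 were higher and 1 was lower with anti-PD1 (n = 6) than in the control (n = 6) by camera at an adjusted p of 0.05, and none passed with an estimated correlation (lowest adjusted p = 0.92). The set of PD-1 signaling, 15 genes of T cell activation and its inhibition, had a mean log2 difference of 0.61 (adjusted p = 0.019), and interferon gamma signaling had 0.21 over 93 genes (adjusted p = 0.019). Most of the other sets were built on proteasome subunits or on ribosomal proteins and had small differences, such as 0.13 over the 46 genes of regulation of apoptosis and 0.08 over the 62 genes of peptide chain elongation (adjusted p = 0.019 for both). Some of these sets repeat each other, such as degradation of cyclin D and of cyclin D1, each at 0.13 over 46 genes. The lower set was that of metal ion transporters, at -0.19 over 25 genes (adjusted p = 0.028). Outside these sets, immediate early and heat shock genes, which also respond within minutes to stimulation, rose by 0.39, with 12 of 15 higher (adjusted p = 0.000523, adjusted p = 0.59 with an estimated correlation). Their score lay above the control mean in 6 of 6 anti-PD1 tumors (exact permutation test, p = 0.0087, adjusted p = 0.17 over the lists). The early transcription factor Egr2 was at a log2 fold change of 0.90 (SE 0.29), and Plaur, which encodes the urokinase receptor and is induced by inflammatory signals, was at 1.17 (SE 0.36). Complement genes rose by 0.54, with 14 of 15 higher (adjusted p = 0.00116, adjusted p = 0.59 with an estimated correlation), including C4b at 1.54 (SE 0.61). Egr2 and Plaur had both group means below the background level and C4b its control mean. No member of these 2 lists passed the limma test over all genes or when adjusted over the list alone. The number of Reactome sets was 0 without anti-PD1 tumor 1, anti-PD1 tumor 6, control tumor 2 or control tumor 3, 17 without anti-PD1 tumor 5, 101 without anti-PD1 tumor 4, 130 without control tumor 6 and 111 by fgsea.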

HMB supplementation alone, compared with the control, promoted the activation of numerous gene sets and gene set clusters regulating differentiation, signaling, and metabolism; however, we did not observe the activation of any immune-related gene set clusters (Figure 4B). 

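With HMB alone (n = 7) 17 Reactome sets were higher and 19 lower than in the control (n = 6) by camera at an adjusted p of 0.05, and none passed with an estimated correlation (lowest adjusted p = 1). Sets of muscle and matrix were among the higher ones. Striated muscle contraction was at a mean log2 difference of 1.15 over 31 genes (adjusted p = 0.000241), and assembly of collagen fibrils, the scaffold of connective tissue, was at 0.67 over 37 genes (adjusted p = 0.000886). Energy metabolism was represented by the set of the citric acid cycle and respiratory electron transport, at 0.12 over 118 genes (adjusted p = 0.024), and by translocation of the glucose transporter GLUT4, at 0.22 over 48 genes (adjusted p = 0.027). Atp2a1, the calcium pump of fast muscle fibers, had a log2 fold change of 3.73 (SE 1.87), with both group means below the background level. Its highest value, 15.59 in HMB tumor 5, lay above that level, against a control mean of 3.97 ± 0.44 (SD, n = 6). Without HMB tumor 5 the skeletal muscle list was at 0.69 in place of 1.42. Cholesterol biosynthesis was lower, at -0.40 over 20 genes (adjusted p = 0.00133). Most of the other lower sets were immune sets, several of which had the same size and values under different names. Interferon gamma signaling was at -0.21 over 93 genes (adjusted p = 0.00145) and antigen processing by cross-presentation at -0.18 over 91 genes (adjusted p = 0.00466). No set of immune function was among the 17 higher ones. The count of 36 sets was 19 without control tumor 1, 55 without control tumor 3 and 58 by fgsea. With the muscle, adipocyte and B cell scores as covariates, chosen after seeing the data, it was 1.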

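In anti-PD1 + HMB tumors (n = 7) the skeletal muscle list was higher than in anti-PD1 tumors (n = 6) by a mean log2 difference of 1.56, with 46 of 47 members higher (camera adjusted p = 2.24e-17, adjusted p = 0.48 with an estimated correlation). The score of this list was 0.88 ± 2.17 (SD, n = 7) with the combination and -0.68 ± 0.64 (SD, n = 6) with anti-PD1, and the exact permutation test did not separate the groups (p = 0.14). Myl1 had a log2 fold change of 3.94 (SE 1.60), Atp2a1 had 4.42 (SE 1.87), and Neb, which encodes the filament protein nebulin, had 2.87 (SE 1.22). Genes of fatty acid oxidation rose with them by 0.40, with 20 of 23 higher (adjusted p = 0.000249, adjusted p = 0.48 with an estimated correlation), and Pdk4 was at 3.03 (SE 1.03). T cell markers were higher for 22 of 22 members, at 0.73 (adjusted p = 6.14e-08, adjusted p = 0.50 with an estimated correlation), with Cd28 at 1.32 (SE 0.53), Icos at 1.29 (SE 0.54) and the T cell receptor regulator Cd5 at 1.05 (SE 0.49). Regulatory T cell genes rose by 0.55, with 10 of 11 higher (adjusted p = 2.28e-05, adjusted p = 0.23 with an estimated correlation), and their score lay above the anti-PD1 mean in 7 of 7 tumors (exact permutation test, p = 0.024, adjusted p = 0.48 over the lists). Ctla4 was at 1.76 (SE 0.50), Tnfrsf4 at 0.93 (SE 0.36) and Ccr8 at 0.78 (SE 0.31). Ctla4 and Tnfrsf4 are also in the IL-2 STAT5 theme. Of the immune themes, allograft rejection rose by 0.39 (44 of 50 higher, adjusted p = 2.42e-06, adjusted p = 0.54 with an estimated correlation) and IL-2 STAT5 signaling by 0.31 (37 of 47 higher, adjusted p = 1.58e-05, adjusted p = 0.48 with an estimated correlation). The interferon-gamma response, at -0.13 (adjusted p = 0.53), and the other themes did not pass. Markers of B and plasma cells were at 0.74 beside the T cell markers (adjusted p = 4.5e-05, adjusted p = 0.63 with an estimated correlation), and 1 of 7 anti-PD1 + HMB tumors scored above the anti-PD1 mean. Keratinocyte and epithelial genes fell by 0.56 (adjusted p = 2.12e-05, adjusted p = 0.48 with an estimated correlation) and by 0.69 (adjusted p = 0.000144, adjusted p = 0.48 with an estimated correlation), with the skin secretory protein gene Sbsn at -0.80 (SE 0.21) and Krt19 at -2.33 (SE 0.79). Limma called no gene, with 361 higher and 454 lower at an unadjusted p under 0.05 and a smallest adjusted p of 0.999, and the methods' t-test called none after adjustment and 688 unadjusted. When adjusted over the list alone, Ctla4 passed among the regulatory T cell genes and Sbsn among the keratinocyte genes, and no member of the other lists named here did. All genes named here had group means below the background level, so the size of their fold changes is uncertain. Of the Reactome sets, striated muscle contraction was higher, at 1.18 (adjusted p = 6.28e-05), and intraflagellar transport lower, at -0.16 over 37 genes (adjusted p = 0.037). With an estimated correlation neither passed (adjusted p = 0.995 for each). Without anti-PD1 + HMB tumor 7 the T cell, allograft and IL-2 values were 0.26, 0.20 and 0.19 and the epithelial value -0.44, all past the test. Fatty acid oxidation did not pass (0.22, adjusted p = 0.13) and the B and plasma cell value was -0.29. The muscle value was 0.97 without anti-PD1 + HMB tumor 4, the keratinocyte list did not pass without anti-PD1 tumor 6 (-0.19), and the Reactome count of 2 was between 1 and 90 with any 1 tumor left out, with 90 without anti-PD1 + HMB tumor 4.

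**Figure D2:**
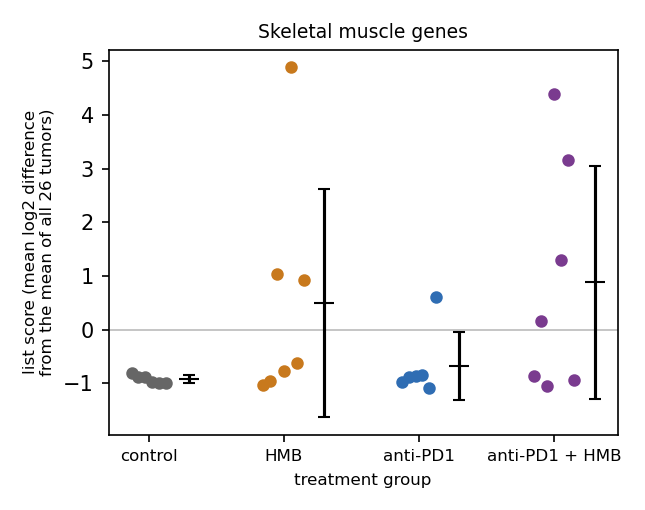
Score of the skeletal muscle list in each tumor, in log2 units relative to the mean of all 26 tumors, by treatment group. Points are tumors, and the bars to their right are the mean ± SD; 7 of 14 HMB-fed tumors and 1 of 12 others lie above 0, up to 4.89 with HMB and 4.40 with anti-PD1 + HMB.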

A comparison of anti-PD1 vs. anti-PD1 + HMB confirmed that HMB promotes the activation of immune- and muscle-related gene sets (Figure 4C). 

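Relative to the control (n = 6), 24 Reactome sets were higher and 2 lower with anti-PD1 + HMB (n = 7) by camera at an adjusted p of 0.05, and none passed with an estimated correlation (lowest adjusted p = 0.998). Most of the higher sets were sets of immune function. PD-1 signaling was at a mean log2 difference of 0.98 over 15 genes (adjusted p = 6.89e-06), costimulation by the CD28 family, receptors that tune T cell activation, at 0.56 over 42 genes (adjusted p = 0.000361), downstream T cell receptor signaling at 0.46 over 28 genes (adjusted p = 0.011) and interferon gamma signaling at 0.30 over 93 genes (adjusted p = 3.62e-06). Cd2 and Cd6, which encode adhesion receptors of T cells, had log2 fold changes of 1.70 (SE 0.60) and 1.81 (SE 0.60). Striated muscle contraction was at 1.39 over 31 genes (adjusted p = 6.89e-06), and Neb was at 3.37 (SE 1.22). The other higher sets included ribosomal sets with small differences, such as 0.10 over the 62 genes of translation termination (adjusted p = 0.00597). The lower sets were intraflagellar transport, the traffic of cilia, at -0.26 over 37 genes (adjusted p = 0.000822), and zinc transporters, at -0.21 over 17 genes (adjusted p = 0.030). Of metabolic genes outside these sets, the fatty acid oxidation list rose by 0.39, with 14 of 23 members higher (adjusted p = 0.011, adjusted p = 0.54 with an estimated correlation). Its members went both ways, with Pdk4 at 2.81 (SE 1.03), Cpt1b at 0.62 (SE 0.26) and Acadm, the medium-chain dehydrogenase of β-oxidation, at -0.52 (SE 0.20), and none passed when adjusted over the list alone. For Cd2, Cd6, Neb, Pdk4 and Cpt1b both group means lay below the background level. Adipocyte markers rose by 1.21 beside them, with 20 of 20 higher (adjusted p = 0.000135, adjusted p = 0.54 with an estimated correlation). Without anti-PD1 + HMB tumor 7 neither list passed (0.21, adjusted p = 0.45, and 0.30, adjusted p = 0.22), and fatty acid oxidation did not pass without tumor 6 of that group (0.31, adjusted p = 0.11) or with the skeletal muscle score as a covariate (0.36). With the muscle, adipocyte and B cell scores as covariates, chosen after seeing the data, its value was -0.10 (adjusted p = 0.083). The count of 26 sets was 13 without control tumor 2, 9 without control tumor 3, 45 and 40 without control tumors 4 and 6, 14, 50 and 60 without anti-PD1 + HMB tumors 4, 6 and 7, 17 with the muscle score as a covariate and 51 by fgsea.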

The combination of anti-PD1 + HMB, compared with the control, promoted the activation of ~180 gene sets, which clustered into numerous immune- and metabolic-related pathways (Figure 4D).

### 3.5. HMB Supplementation Promotes M1-Like Macrophage Activation

To determine whether HMB supplementation alters the tumor immune profile, we performed mass cytometry on tumors from control and HMB-supplemented mice. The distribution of cell populations was visualized using tSNE plots following clustering by FlowSOM (Figure 5A). Of the nine identified cell populations, three were differentially abundant between the control and HMB supplementation groups: neutrophils (Figure 5B), CD4+ T cells (Figure 5C), and tumor-associated macrophages (Figure 5D). We next assessed whether HMB supplementation altered TAM polarization in vivo. TAM expression of the M1-like marker CD38 was increased by HMB supplementation (Figure 5E), and expression of the M2-like marker Arg1 was reduced by HMB supplementation (Figure 5F).

We sought to directly test whether HMB promotes putatively antitumor M1-like macrophage polarization in vitro. M1-like macrophages were differentiated from bone marrow-derived macrophages using 10 ng/mL LPS for 48 h in the presence or absence of HMB. M0 bone marrow-derived macrophages were treated with HMB for 48 h. Principal component analysis of the transcriptomic data revealed partial separation between non-HMB-treated versus HMB-treated M0 and M1 macrophages (Figure 6A). GSEA analysis was conducted using the Hallmark gene sets to identify the pathways induced by HMB treatment in either M0- or M1-like macrophages. GSEA enrichments in the comparison between M0- and M1-like macrophages were used to identify M1-like pathway activation. All normalized enrichment scores and the associated FDRq values are presented in Table S4. HMB treatment in both M0- and M1-like macrophages promoted similar pathway enrichments which overlapped considerably with M0- to M1-like polarization (Figure 6B). HMB treatment promoted pathway activation which entirely overlapped with M1-like pathway activation, except for the epithelial-to-mesenchymal transition in M0 macrophages, and the epithelial-to-mesenchymal transition and angiogenesis in M1 macrophages, all of which were reduced by HMB supplementation. Thus, we concluded that HMB promotes M1-like polarization in M0 macrophages and enhances it in M1-like macrophages following LPS stimulation.

### 3.6. HMB Suppresses Muscle Inflammatory Signaling In Vivo and In Vitro to Enhance Myogenesis

Given the important associations between muscle mass and antitumor immunity, and HMB’s muscle-protective effects, we sought to determine if our models reflected the muscle-protective effects of HMB. While HMB did not alter muscle fiber size in either the control or DIO groups in Study 1, HMB supplementation was associated with increased gastrocnemius muscle size across both diet groups (*p* = 0.029) (Figure 7A). Given this finding, we sought to determine whether HMB modulated inflammatory signaling in muscle in another cohort of mice. We tested this using transcriptional profiling of RNA isolated from gastrocnemius muscle of control and control + HMB mice in Study 2. The control and control + HMB groups clustered separately via PCA and hierarchical clustering (Figure 7B,C).

Analysis of pathway activation by GSEA using the Hallmark gene sets revealed that HMB supplementation suppressed proinflammatory signaling while promoting oxidative phosphorylation (Figure S3). To further interrogate these data, we the GSEA GO bioprocess gene sets and visualized the results using enrichment mapping. In accordance with the Hallmark gene set analysis, the GO bioprocess gene sets also revealed that HMB was associated with the suppression of numerous inflammatory processes, as well as promotion of mitochondrial translation (Figure 7D; Table S5).

Having established that HMB protects muscle mass and suppresses inflammation in vivo (including TNFα signaling), we sought to determine whether HMB could directly antagonize pro-inflammatory signaling through NF-κB in C2C12 myotubes in vitro. To test this, we differentiated C2C12 murine muscle cells, as confirmed by myosin heavy chain expression, and subsequently treated the myotubes with 10 ng/mL TNFα in serum-free media with or without 4 mM HMB for 18 h. To confirm a reduction of NF-κB activity we performed nuclear cytosolic fractionation, employing histone H3 and α-tubulin as purity controls for nuclear and cytoplasmic fractions, respectively. Nuclear localization of p65 following TNFα treatment was reduced, indicating significant inhibition of NF-κB activity (Figure 7E,F, Figure S4). Simultaneously, gene expression of Myogenic Differentiation 1 (*Myod*, a myogenic transcription factor suppressed by NF-κB [39]), and Myosin Heavy Chain 7 (*Myh7*, terminal muscle differentiation marker) was upregulated as determined by qPCR (Figure 7G,H).

## 4. Discussion

Our findings demonstrate that dietary HMB supplementation decreases in vivo growth of PDAC in DIO mice, promotes antitumor immunity in DIO mice, and improves immunotherapy response in control mice. More specifically, we show that HMB supplementation not only remodels the pro-tumorigenic microenvironment associated with DIO to promote antitumor immunity but also synergizes with anti-PD1 immunotherapy and promotes M1-like polarization of macrophages. Our results also indicate that HMB antagonizes inflammatory signaling through NF-κB in myotubes in vitro and muscle in vivo. Taken together these data suggest that HMB supplementation may promote antitumor immunity while reducing inflammatory signaling in muscle. These findings are important given the current dearth of effective PDAC therapy in the clinic, the prevalence of muscle wasting in patients with PDAC, and the well-established anabolic utility of HMB supplementation [40].

The obesity epidemic, the rising prevalence of obesity-associated PDAC, and the increasing proportion of PDAC patients that are obese at the start of therapy lend considerable urgency to better understanding obesity and PDAC [8]. Obesity [14,15,16] and maintenance of muscle mass [6,41,42] both independently predict a favorable response to immune checkpoint inhibition therapy. Separately, sarcopenic obesity is linked with increased morbidity and mortality in patients with PDAC due at least in part to its association with cancer-associated cachexia [10]. Thus, obesity is a critical determinant of therapy response in PDAC. Here we have identified in our preclinical studies that HMB supplementation may be an effective, low-cost intervention that promotes antitumor immunity and preserves muscle mass in PDAC.

HMB supplementation exerted differential effects on muscle versus tumor. In the muscle, HMB supplementation promoted increased muscle fiber size and suppressed inflammatory signaling. Additionally, HMB antagonized NF-κB signaling and promoted myogenic gene expression in vitro. These data are consistent with a muscle protective role for HMB mediated in part via antagonizing inflammatory signaling. TNFα signaling through NF-kB is a pleotropic regulator of the immunotherapy response [23]. In muscle, NF-κB leads to muscle atrophy via increased protein degradation [25]. Inhibition of NF-κB prevents cancer-induced muscle atrophy [26]. NF-kB signaling is highly activated in an obese environment [43], which may explain why patients with sarcopenic obesity often have enhanced tumor growth coupled with muscle loss. Indeed, in a rat model of breast cancer, HMB decreased inflammatory signaling within cancer cells and protected against cachexia [20]. In our tumor-bearing control-fed mice, HMB had no effect on tumor size or tumor cell proliferation, and had limited effects on the tumor transcriptome. However, HMB significantly decreased the tumor size in DIO mice and DIO mice treated with gemcitabine. These HMB-mediated effects were independent of blood glucose levels or tumor mTOR activation. This contrasts with leucine, of which HMB is a metabolite, which promotes tumor growth and mTOR activation in PDAC [44].

To determine potential mediators of the antitumor effects of HMB, we analyzed the tumor transcriptome. GSEA revealed that the combination of HMB with the proinflammatory stimuli from either DIO or anti-PD1 promoted effective antitumor immunity, including increased T cells within tumors following HMB supplementation. HMB is also known to promote in vitro phagocytic function and respiratory burst formation in chicken macrophages [21], goat monocytes, and goat granulocytes [22]. In this study, we identified antitumor M1-like macrophage polarization in vivo and in vitro following HMB supplementation alone or in combination with anti-PD1. Immunosuppressive M2-like macrophages promote tumor growth via several mechanisms [45]. Thus, the finding that HMB supplementation promotes antitumor polarization of macrophages in vitro and in vivo suggests that HMB may promote the metabolic reprogramming of macrophages.

Although our PDAC transplant model provides insights into how HMB supplementation effects tumor growth, it cannot provide information with respect to tumor development. An additional limitation of our PDAC transplant model is that it does not induce cancer-associated cachexia. However, there are other well-established cachexia mouse models in which HMB has been demonstrated to prevent cancer-associated cachexia [46,47]. HMB has been shown to reduce cachexia, with a concomitant decrease in NF-κB, in a subcutaneous injection model of Walker-256 breast cancer cells in Sprague-Dawley rats [20]. Similarly, in an intraperitoneal injection model of Yoshida AH-130 ascites hepatoma cells in Wistar rats, HMB was again found to reduce cachexia, and this observation was associated with mTOR activation [47]. Thus, while our PDAC model does not induce cachexia, the muscle-protective effects we observed are consistent with the findings in other well-characterized cancer cachexia models.

## 5. Conclusions

This report established that: (1) HMB is associated with increased muscle fiber size and a reduction in muscle inflammation in control and DIO mice; (2) obesity significantly increases Panc02 tumor growth, which is antagonized by HMB; (3) gene expression profiling and immunohistochemistry indicate that HMB promotes antitumor immunity in control and DIO mice; (4) HMB synergizes with anti-PD1 immunotherapy in PDAC to elicit antitumor immunity; and (5) HMB promotes proinflammatory macrophage activation. These preclinical findings suggest that HMB has promising muscle-sparing, immune-enhancing, and antitumor activities against PDAC in the context of obesity and anti-PD1 immunotherapy. Given the well-established and minimal side-effect profile of HMB in cancer patient populations, this work positions HMB as a potential adjuvant to PDAC therapy.

## Figures and Tables

**Figure 1:**
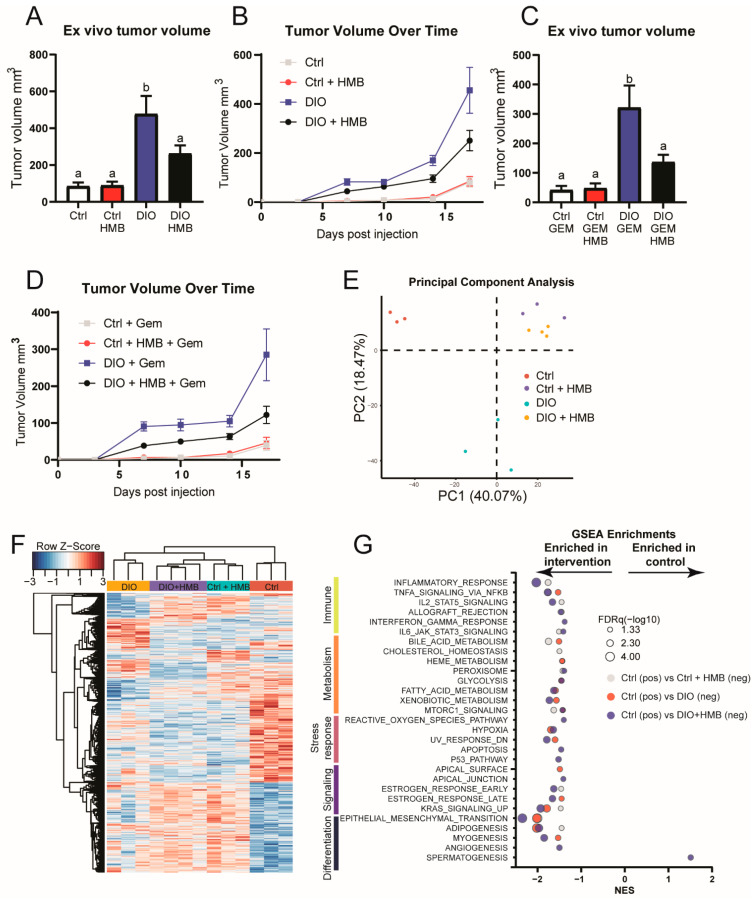
(**A**,**B**) Tumor volume in control and DIO mice with or without HMB supplementation at study termination (**A**) or over time (**B**) (*n* = 14/group). (**C**,**D**) Gemcitabine-treated tumor volume in control and DIO mice with or without HMB supplementation at study termination (**C**) or over time (**D**) (*n* = 13–15/group). (**E**–**G**) Transcriptomic analysis of tumors from control and DIO mice with or without HMB supplementation. (**E**) Principal component analysis (*n* = 3–4/group) and (**F**) hierarchical clustering (*n* = 3–4/group). (**G**) Significant GSEA enrichments from Hallmark gene sets resulting from comparing control vs. control + HMB (gray), control vs. DIO (red), and control vs. DIO + HMB (blue) mice. FDRq is denoted by the bubble size. All data are presented as means ± SEM. Differences are considered significant if *p* < 0.05, as indicated by different letters within the same graph.

**Figure 2:**
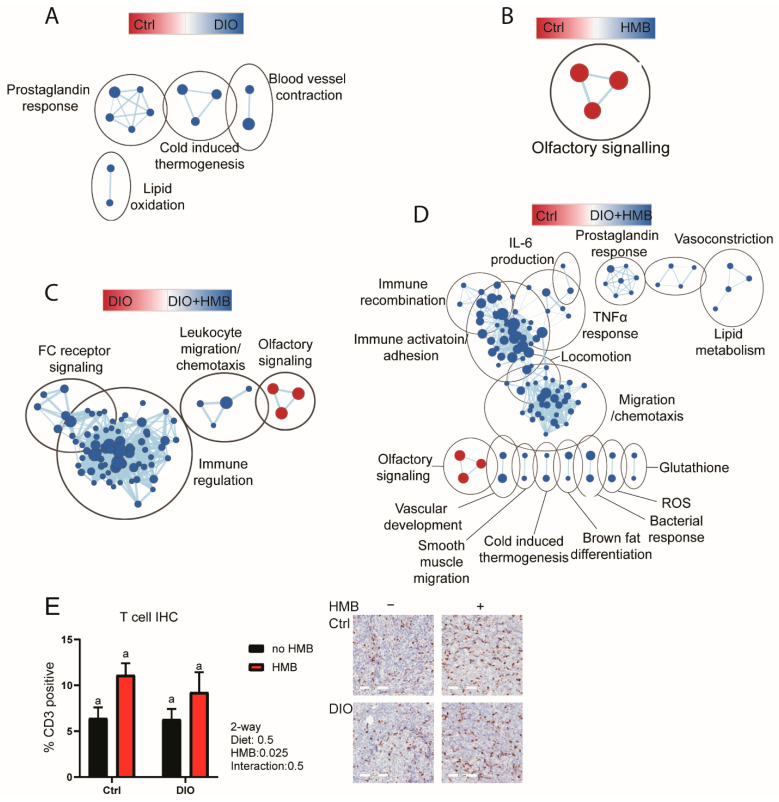
(**A**–**D**) Enrichment maps of significant GSEA GO biological processes in tumors from control and DIO mice supplemented with and without HMB. (FDRq < 0.05). Node color indicates the normalized enrichment score, node size indicates the gene set size, line weight indicates the degree of overlap, and clusters indicate the minimum 50% overlap of gene sets. (**A**) Control vs. DIO, (**B**) control vs. control + HMB, (**C**) DIO vs. DIO + HMB, (**D**) control vs. DIO + HMB (*n* = 3–4/group). (**E**) T cell quantification by immunohistochemistry staining of CD3 (*n* = 5–6/group). Scale bars represent 100 µm.

**Figure 3:**
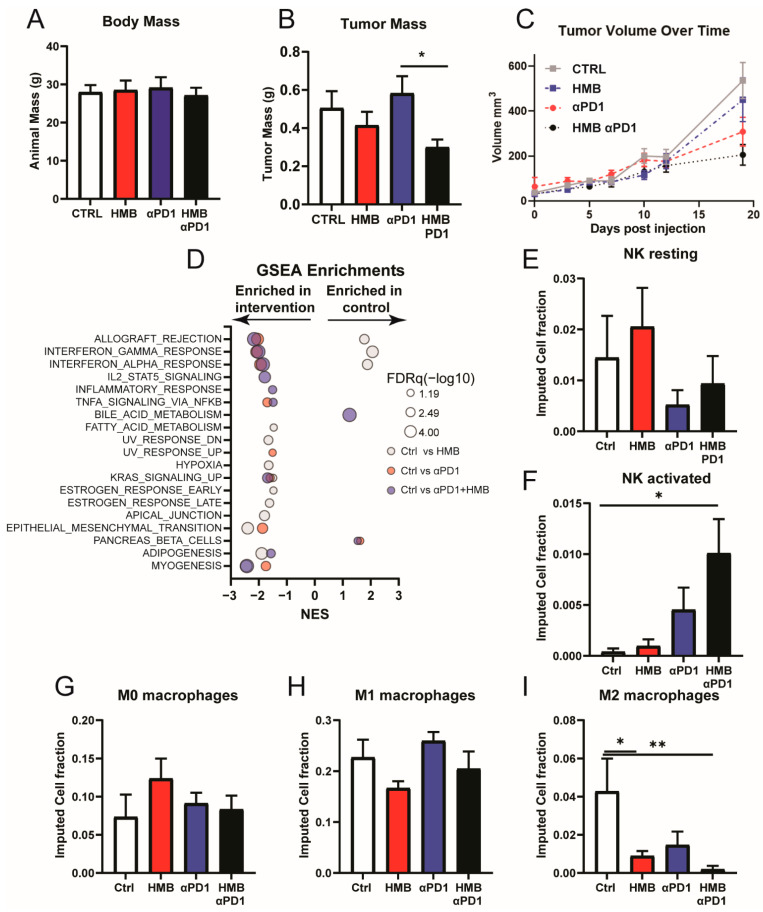
(**A**) Body mass of mice supplemented with or without HMB and treated with or without anti-PD1 immunotherapy at study termination (*n* = 12–13/group). (**B**) Tumor mass in mice supplemented with or without HMB and treated with or without anti-PD1 immunotherapy at study termination (*n* = 12–13/group). (**C**) Tumor volume over time of mice supplemented with or without HMB and treated with or without anti-PD1 immunotherapy (*n* = 12–13/group). (**D**–**I**) Transcriptomic analysis of tumors from control and anti-PD1-treated mice with or without HMB supplementation (*n* = 6–7/group). (**C**) Significant GSEA enrichments from Hallmark gene sets resulting from comparing control vs. HMB (gray), control vs. PD1 (red), and control vs. PD1 + HMB (blue) mice. FDRq is denoted by the bubble size. (**D**–**H**) CIBERSORTx digital cytometry-imputed cell fractions: (**D**) resting NK cells, (**E**) activated NK cells, (**F**) M0 macrophages, (**G**) M1-like macrophages, and (**H**) M2-like macrophages. All data are presented as means ± SEM. Differences are considered significant if *p* < 0.05 (* *p* < 0.05, ** *p* < 0.01).

**Figure 4:**
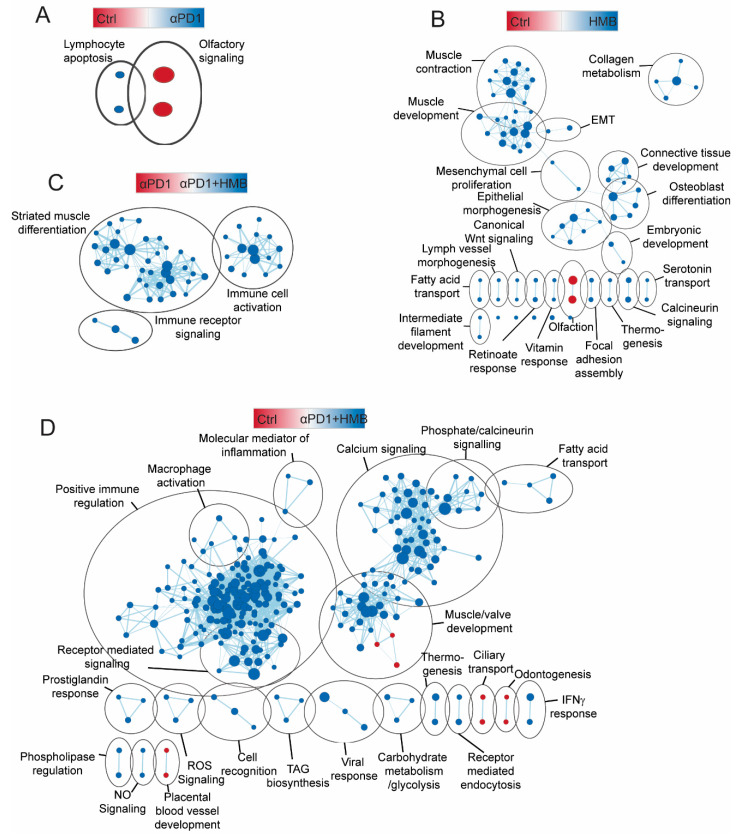
(**A**–**D**) Enrichment map of significant GSEA GO biological processes in tumors from Control and anti-PD1 treated mice supplemented with and without HMB (FDRq < 0.05). Node color indicates normalized enrichment score, node size indicates gene set size, line weight indicates degree of overlap, and clusters indicate minimum 50% overlap of gene sets. (**A**) Control vs αPD1, (**B**) Control vs HMB, (**C**) αPD1 vs αPD1 + HMB, (**D**) Control vs αPD1 + HMB (*n* = 6–7/group).

**Figure 5:**
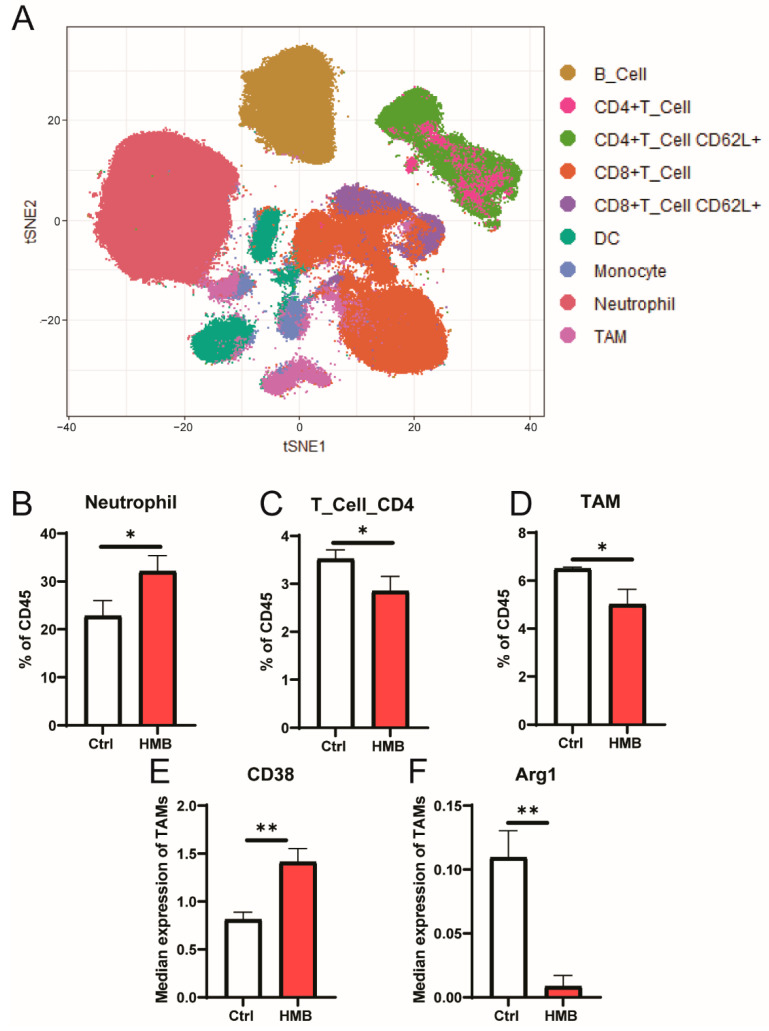
(**A**) tSNE visualization of tumor immune cells following clustering via FlowSOM. (**B**–**D**) Differential abundance of neutrophils, CD4+ T cells, and tumor-associated macrophages (TAMs) in tumors from control or HMB-supplemented mice. (**E**,**F**) Differential expression of CD38 and Arg1 in TAMs from tumors from control or HMB-supplemented mice (*n* = 3–4/group). Differences between groups considered significant if *p* < 0.05 (* *p* < 0.05, ** *p* < 0.01).

**Figure 6:**
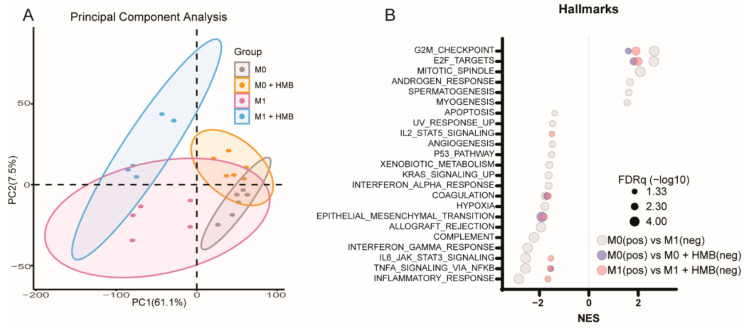
Transcriptomic analysis of bone marrow-derived M0- and M1-like macrophages supplemented with or without HMB (**A**,**B**). (**B**) Principal component analysis of M0/M1 macrophages treated with HMB (*n* = 5–6/group). Significant (FDRq < 0.05) GSEA enrichments from Hallmark gene sets resulting from comparing M0 vs. M1 (gray), M0 vs. M0 + HMB (red), and M1 vs. M1 + HMB (blue); FDRq is denoted by the bubble size.

**Figure 7:**
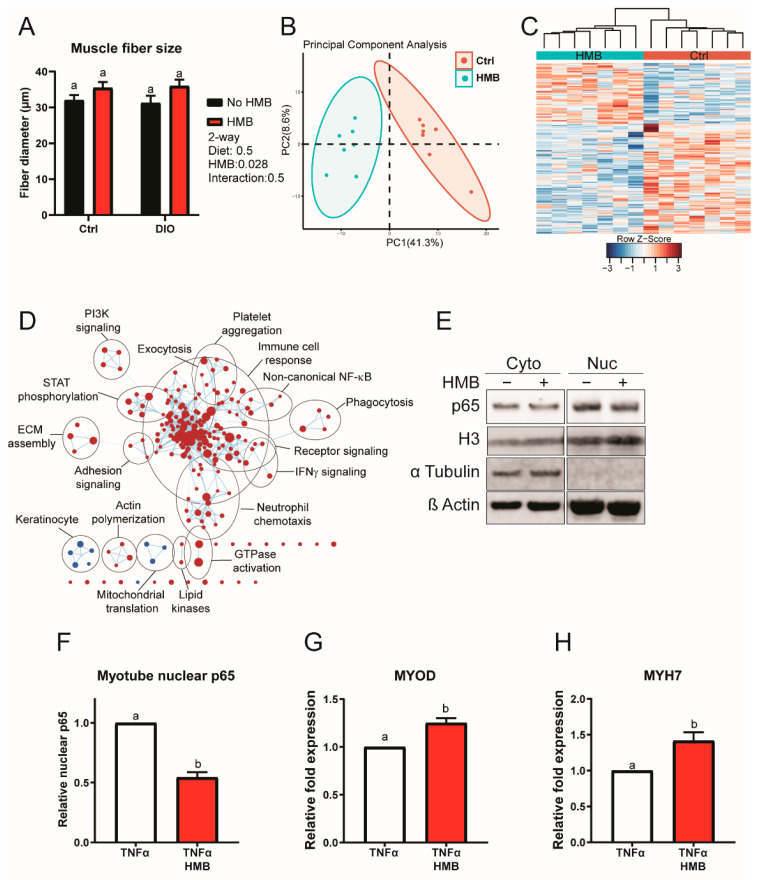
(**A**) Minimal Feret’s diameter of the gastrocnemius muscle measured on H&E sections from control and DIO mice with or without HMB supplementation (*n* = 6/group). (**B**–**D**) Transcriptomic analysis of the gastrocnemius muscle from control mice with or without HMB supplementation. (**B**) Principal component analysis (*n* = 7/group) and (**C**) hierarchical clustering (*n* = 7/group). (**D**) Enrichment map of significant GSEA GO bioprocesses enrichments (FDRq < 0.05). Node color indicates the normalized enrichment score (Control = red, HMB = blue), node size indicates the gene set size, line weight indicates the degree of overlap, and clusters indicate the minimum 50% overlap of gene sets. (**E**–**H**) C2C12 myotubes treated with HMB for 18 h in serum-free media containing 10 ng/mL TNFα. (**E**) Western blot of cytosolic and nuclear levels of NF-κB p65 (*n* = 4/group). (**F**) Quantification of nuclear NF-κB p65 protein levels (*n* = 4/group). mRNA expression of myogenesis markers (**G**) *Myod* and (**H**) *Myh7* following normalization to ß-actin (*n* = 4/group). All data are presented as means ± SEM. Differences are considered significant if *p* < 0.05, as indicated by different letters within the same graph. The uncropped Western blots have been shown in Figure S4.

## Data Availability

Transcriptomic data generated in this study are available at the Gene Expression Omnibus, accessions GSE120348, GSE178475, GSE178476, and GSE178477; the remaining data are available upon request from the corresponding author.

## Supplementary Materials

The following are available online at www.mdpi.com/article/10.3390/cancers13246359/s1. Figure S1: Metabolic effects of DIO and HMB supplementation, Figure S2: Blood glucose, proliferation, and apoptosis are not altered by HMB, Figure S3: HMB supplementation alters GSEA Hallmark enrichments in muscles, Figure S4: Uncropped Western blots for Figure 7E, Table S1: Primer sequences, Table S2: Study 1 GSEA enrichments, Table S3: Study 2 GSEA enrichments, Table S4: Bone marrow-derived macrophage GSEA enrichments, Table S5: Muscle GSEA enrichments.

How the deposited data were processed for this re-analysis (not part of the article)

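The samples were 26 subcutaneous Panc02 tumors, with 6 in the control group, 7 in the HMB group, 6 in the anti-PD1 group and 7 in the anti-PD1 + HMB group, and 1 array per tumor. Groups were taken from the sample labels. The authors deposited 1 processed array intensity per probe set and tumor on a log scale, taken as log2, and the steps from the scanned intensities to these values are not given in the sources used here. The deposited log2 values ran from 1.083 to 19.34 over 28846 probe sets and were used without further normalization. The bacterial spike controls had mean log2 values of 7.69 for bioB, 9.25 for bioC, 10.83 for bioD and 11.77 for cre, in the order of their known amounts.

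Gene symbols were taken from the platform's listing and matched to gene names of the mouse reference, where 19572 probe sets had 1 symbol each, 0 had several and 0 symbols needed an update. The 9274 probe sets without a symbol were left out, of which 5222 were negative controls, 1324 positive controls, 63 ERCC controls, 31 other controls and 2634 not controls. For 55 genes with several probe sets the one with the highest mean was kept, which left 19505 genes. No gene was removed for a low value, and no coordinates are given because the sources do not name the genome build of the array.

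Genes were compared in R 4.3.3 with limma 3.58.1, with 1 mean per group over all tumors and Benjamini-Hochberg adjustment at 0.05, for 5 differences between groups and for the interaction of HMB and anti-PD1. The 40 gene lists held 957 measured genes of 1033 written, with at least 5 members each, and 1 further collection of 711 Reactome sets came with fgsea 1.28.0. Camera's adjusted p covers the 40 lists or the 711 sets of a comparison. Table S3 of the paper had been read when the lists were written and the array values had not. Genes named in the text were those with the 10 smallest p in each direction per comparison, the 4 members with the smallest p of each list described, and genes that the paper names. Of the latter, Cd38 and Foxp3 had no named probe set. List scores of 2 groups were compared by enumerating every split, and the scores of HMB-fed and other tumors with 100000 permutations.

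The steps were tested on simulated normal values with the group sizes of the tumors. Each gene had 1 spread, pooled over the 4 groups, in every comparison. For HMB against control, 67.2% of genes changed by a log2 value of 1, 94% of those changed by 2 and 100% of those changed by 3 were called, with 12 unchanged genes called of 19505. For anti-PD1 against control these shares were 71.6%, 94% and 100%, for anti-PD1 + HMB against control 62.7%, 98.5% and 98.5%, for anti-PD1 + HMB against anti-PD1 70.1%, 97% and 100%, and for anti-PD1 + HMB against HMB 76.1%, 94% and 97%. Of 10 lists shifted in the simulation all 10 were called, with 0 unshifted lists called, and the simulated genes were independent of each other, unlike genes of a tumor. Spreads in the tumors also differed between groups, with an SD of the skeletal muscle score of 0.07 in control and 2.13 with HMB. The shares therefore do not give what the real comparisons could detect.

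The alternatives were quantile normalization, removal of the dimmest genes, other variance settings, array weights, the mean of a gene's probe sets, fits of only the 2 groups compared, the replicate number as a block, the skeletal muscle score as a covariate, the median over list members, an estimated correlation, fry, fgsea, and the t-test named in the paper's methods. Chosen after seeing the data were fits without each tumor, without 2 tumors high in B cell genes, without 3 tumors highest in muscle genes, and with the muscle, adipocyte and B cell scores as covariates. Hallmark and GO sets and imputed cell fractions were not analysed here. No tumor was left out of the values given beside the conclusions unless named.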

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

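The tests about tumor 7 of the anti-PD1 + HMB group and every alternative that leaves tumors out were chosen after the results were seen, while the test of muscle pieces was set before.

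Of 160 scores, 1 for each of 40 lists in each of 4 groups, 18 had 1 tumor far from the rest of its group, where chance alone singles out about 1 in 20 groups, or 8. Tumor 7 of the anti-PD1 + HMB group stood apart in 6 lists. Its B and plasma cell score was 6.68, against -0.753 to -0.314 in the other tumors of the group, and its T cell score was 3.75, against -0.25 to 1.21. Its dendritic cell score was 1.75, its complement score 1.13, its endothelial score 1.62 and its cell cycle score -1.54. Cd79a, a chain of the B cell receptor, was at 14.99 in this tumor and at 3.65 ± 0.18 (SD) in the other 6 tumors of its group, and the B cell adaptor Bank1 was at 15.78 and 8.43.

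HMB tumor 5 stood apart with a skeletal muscle score of 4.89, against -1.03 to 1.04 in the others of its group, and a score of myogenic regulators of 1.99. Myh4 and Acta1, which encode the myosin of fast fibers and the actin of skeletal muscle, were at 16.8 and 16.72 there, against control means of 3.90 and 4.15. In anti-PD1 tumor 6 the muscle score was 0.613 and the keratinocyte score 2.16. Among controls, tumor 3 was low in NK cell genes (-1.25) and complement (-1.11), tumor 5 high in regulatory T cell genes (0.165), tumor 2 high in epithelial genes (0.0788), and tumor 4 low in fibroblast genes (-3.09) and high in endothelial genes (1.12). Anti-PD1 tumor 4 was high in B and plasma cell genes (1.06), and anti-PD1 tumor 1 low in pancreatic endocrine genes (-0.184).

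By the interaction term of camera, 22 lists passed for a difference in the effect of HMB between mice with and without anti-PD1. The difference in effect was positive for allograft rejection (0.874), interferon-gamma (0.755), IL-2 (0.409), IL-6 (0.24) and inflammatory (0.347) themes, MHC class II (1.03) and class I (0.555), T cells (0.983), NK cells (0.984), cytotoxic (0.557), checkpoint (0.761) and regulatory T cell genes (0.593), macrophages (0.295), dendritic cells (0.709) and endothelial cells (0.508). It was negative for mast cells (-0.831), adipocytes (-1.09), keratinocytes (-0.995), epithelial genes (-1.52), fibroblasts (-1.32), RAS ERK output (-0.372) and immediate early genes (-0.415). None passed with an estimated correlation, where the smallest adjusted p was 0.453, and no list score passed by limma after adjustment. A positive difference need not mean a rise over anti-PD1 alone. Mean interferon-gamma scores were -0.0479 in control, -0.935 with HMB, 0.597 with anti-PD1 and 0.464 with anti-PD1 + HMB. Mean T cell scores did rise, at -0.425, -0.673, 0.163 and 0.897 in the same order. Some of these lists share members. The IL-6 list did not pass when any 1 of 8 tumors was left out (0.188 to 0.218), the mast cell list any 1 of 10 (-0.759 to -0.369, the latter without anti-PD1 tumor 6), the adipocyte list any 1 of 10 (-0.999 to -0.526, the latter without anti-PD1 tumor 1) and the macrophage list any 1 of 4 (0.166 to 0.223, the former without HMB tumor 5). Without anti-PD1 + HMB tumor 7 the endothelial (0.262) and RAS ERK (-0.178) lists did not pass (adjusted p = 0.111 for each), while the T cell (0.508) and adipocyte (-2) lists did. Without control tumor 4 the endothelial list did not pass (0.304) and the fibroblast value was -0.804, past the test. Also past the test were fibroblasts at -0.849 without anti-PD1 + HMB tumor 3, cytotoxic genes at 0.853 without anti-PD1 tumor 5 and keratinocytes at -0.628 without anti-PD1 tumor 6.

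Lists of cell types that the text of the paper gives no result for, and that rose from control to anti-PD1 + HMB, included regulatory T cells (0.799, adjusted p = 0.0484 with an estimated correlation), dendritic cells (0.468, and 0.363), B and plasma cells (0.911, and 0.535) and adipocytes (1.21, and 0.535), so that of these the regulatory T cell list alone passed with an estimated correlation. Without anti-PD1 + HMB tumor 7 the dendritic cell list passed (0.245) and the adipocyte list did not (0.296). Foxp3 had no named probe set, so the regulatory T cell list does not give a number of such cells.

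A candidate source of the B cell signal in anti-PD1 + HMB tumor 7 is lymph node tissue taken with the tumor. Without this tumor the B and plasma cell value went from 0.911 to -0.114 (exact permutation test, p = 0.216), but this score had singled the tumor out, so the drop favors no source and the explanations cannot be told apart. The T cell value stayed at 0.847 of 1.32 (exact permutation test, p = 0.0281), which argues against this tumor as the whole cause of the T cell difference. For the allograft rejection theme, 0.674 of 0.867 without it, the p of 0.0649 (exact permutation test) leaves the explanations such that they cannot be told apart. A response to treatment that forms lymphoid tissue in 1 tumor stays open and was not tested.

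A candidate source of the muscle genes in HMB-fed groups is pieces of muscle in some tumors. The first component of the list held 91% of its variance, and 5 of 14 HMB-fed tumors lay at or below the highest control score of -0.816. Pieces of muscle would give both, but so could an effect of HMB on muscle near some tumors. Neither value separates these explanations. The score was 0.687 ± 2.08 (SD, n = 14) in HMB-fed tumors and -0.801 ± 0.452 (SD, n = 12) in the others (permutation test, unadjusted p = 0.0166). In the same test the adipocyte score was 0.505 ± 2.5 (SD, n = 14) and -0.589 ± 1.37 (SD, n = 12), and did not pass (permutation test, unadjusted p = 0.19). An effect of HMB on muscle near the tumor stays open and was not tested.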

How the results depend on the processing

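Fits without a tumor or tumors and those with the muscle, adipocyte and B cell scores together as covariates (3 scores) were chosen after seeing the data. The counts in the order HMB, anti-PD1 and anti-PD1 + HMB against control, anti-PD1 + HMB against anti-PD1, anti-PD1 + HMB against HMB, and the interaction were 22, 18, 21, 17, 23 and 22 lists and 36, 54, 26, 2, 108 and 23 Reactome sets. With an estimated correlation 0, 0, 1, 0, 9 and 0 lists and 0 sets in each passed, with fry 0, 0, 1, 0, 12 and 0 lists, and with fgsea 58, 111, 51, 59, 170 and 37 sets. With the muscle score as a covariate 17 sets passed for anti-PD1 + HMB against control and 66 against anti-PD1. Against anti-PD1 the count was 1 set without dim genes and 1 with quantile normalization. With these 3 scores 13 lists and 1 set passed for HMB, 55 sets for anti-PD1 + HMB, 0 sets against anti-PD1 and 10 for the interaction. Without the 2 tumors high in B cell genes 61 sets passed for anti-PD1 + HMB against control, 11 lists against anti-PD1 and 175 sets against HMB, and without the 3 tumors highest in muscle genes 28 sets against anti-PD1. The cause was not tested.

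Genes past the threshold were 0 in every comparison by limma under each alternative set in advance and by the methods' t-test after adjustment, with 1352, 1171, 1586, 815 and 1717 at an unadjusted p under 0.05 by limma and 1322, 1386, 1241, 688 and 1318 by that t-test for the 5 differences, and 1086 by limma for the interaction. Without the 2 tumors high in B cell genes 1 gene passed for anti-PD1 against control, Hdhd3 at -1.55 (SE 0.25), and 2 for anti-PD1 + HMB against HMB, H2-Q1 at 1.07 (SE 0.18) and Slc4a3 at -1.11 (SE 0.19). With the muscle, adipocyte and B cell scores the 2 genes H2-Q1 and Slc4a3 passed there. Without anti-PD1 + HMB tumor 1 the 4 genes were Ly75, Tnfsf13b, Slc4a3 and Gm8909, and without HMB tumor 3 the interaction had 1, Cblc. Hdhd3, Gm8909 and Cblc were chosen for naming after their values were seen. With 1 tumor left out the gene counts were 0 to 0 in the first 4 comparisons, 0 to 4 for anti-PD1 + HMB against HMB and 0 to 1 for the interaction. The list counts were 16 to 28, 13 to 19, 18 to 24, 11 to 21, 23 to 29 and 20 to 25, and the set counts 19 to 55, 0 to 130, 9 to 60, 1 to 90, 49 to 201 and 15 to 35. The count of 11 lists was reached without anti-PD1 + HMB tumor 7.

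The direction of some lists turned. With the same 3 scores the M1-like value with HMB was -0.0586, where camera's direction turned and the sign of the mean did not, the smooth muscle value with HMB was -0.0324, fatty acid oxidation was -0.0954 for anti-PD1 + HMB against control, and against anti-PD1 myogenic regulators were -0.0715 and cell cycle genes 0.0805. With the muscle score alone myogenic regulators were -0.0373. Without the 2 tumors high in B cell genes the B and plasma cell values were -0.114 against control, -0.285 against anti-PD1 and -0.098 against HMB, and the cell cycle value against anti-PD1 was 0.103. Against HMB the B and plasma cell value was -0.461 without anti-PD1 + HMB tumor 7 alone (camera adjusted p = 0.00631). It was 0.927 without HMB tumor 2 alone (camera adjusted p = 2.89e-05). Of the called lists, 116 kept direction and threshold and 7 did not pass without dim genes, 118 and 5 with quantile normalization, and 120 and 3 with fgsea. With an estimated correlation 10 kept both and 113 did not pass, and with fry these were 13 and 110.

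The replicate numbers of the labels do not pair the tumors. Over 37 pairs with the same number, deviations from the group means correlated at -0.24 to 0.315, 12 of them over 0.1, and 6 of 26 tumors were closest to their own number. With the replicate number as a block (replicate block) 0 genes passed in each comparison, with 24, 16, 19, 15, 23 and 23 lists and 51, 60, 25, 1, 103 and 23 sets.

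Array signal limits what small values can show: the background level given by the 95th percentile of the negative controls was 10.9 to 11.3, and 3772 to 4489 genes lay above it. Many named genes, such as Erbb3 at a mean of 4.78 with HMB and all genes named in the second paragraph here, had values below it, where a difference in RNA and a difference in background cannot be separated.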

Differences from the paper's values

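The comparison of counts was set before the array values were examined, with lists written after Table S3 had been read. No alternative chosen later is used. The lists here carry the names of 7 immune themes and are not the Hallmark sets, and the paper's counts were taken from its own sets (Table S3) at an FDRq under 0.05, a threshold it does not state for these sets.

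For HMB against control the paper's table gives 3 immune themes lower, and 5 were lower here by camera. Of the alternatives set before the data were examined, quantile normalization (4) and the muscle score as a covariate (3) came within 1.5 times of the paper's count, and the removal of dim genes (5), the fit of 2 groups (5), the replicate block (5), fgsea (5), an estimated correlation (0) and fry (0) did not. For anti-PD1 + HMB against anti-PD1 the paper's table gives 0 themes higher, and 2 were higher here. An estimated correlation (0) and fry (0) gave the paper's count, and the removal of dim genes (2), quantile normalization (2), the fit of 2 groups (2), the replicate block (2), the muscle score as a covariate (4) and fgsea (3) did not. The paper reports immune and muscle sets activated by HMB in this comparison from GO sets (Fig. 4C), which were not analysed here. The counts of higher themes for anti-PD1 (4 in both) and for anti-PD1 + HMB against control (the paper's 6 and 7 here) were within 1.5 times of each other. An estimated correlation and fry gave 0 in both comparisons and did not come within it. The other alternatives gave 4 to 5 and 6 to 7 and did.

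The paper states that M2-like macrophages were less abundant with HMB and with anti-PD1 + HMB (Fig. 3I). The list of M2-like genes was higher here in both, by 0.57 and 0.83, but passed in neither with an estimated correlation (adjusted p = 0.41 and 0.27), and most members given with values, such as Cd163, lay below the background level. It measures RNA in the whole tumor and not a fraction of cells. General macrophage markers fell by 0.44 with HMB (adjusted p = 0.41 with an estimated correlation).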

Other observations

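The tests of the macrophage score, of the muscle, adipocyte and fibroblast scores and of other groupings of the tumors were set before their results were seen, and the fits without 1 tumor were chosen after.

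The paper does not report anti-PD1 + HMB against HMB alone. With anti-PD1 + HMB (n = 7), relative to HMB alone (n = 7), all 38 interferon-gamma genes were higher, at a mean log2 difference of 1.40 (camera adjusted p = 8.5e-34, adjusted p = 0.0429 with an estimated correlation), and allograft rejection genes were at 1.35 (adjusted p = 3.62e-39, and 0.0429 with an estimated correlation). T cell markers were at 1.57 (adjusted p = 1.04e-21, and 0.0584 with an estimated correlation), MHC class II genes at 1.48, checkpoint genes at 1.25 and NK genes at 1.24. Cd3e was at 2.51 (SE 0.63), the CD8 chain Cd8a at 2.67 (SE 0.68), Gzmk at 2.25 (SE 0.48), Tap1 at 1.57 (SE 0.37) and the immunoproteasome gene Psmb8 at 1.42 (SE 0.38). Ly75, an uptake receptor of dendritic cells, was at 1.47 (SE 0.27) and Tnfsf13b at 1.82 (SE 0.37), each with an adjusted p of 0.148, the smallest of the comparison. Fibroblast genes fell by 0.96 (28 of 28 lower, adjusted p = 1.03e-06, 0.307 with an estimated correlation, and a value of -0.486 without anti-PD1 + HMB tumor 3, past the test), with Krt19 at -2.51 (SE 0.76) and the anion exchanger Slc4a3 at -1.21 (SE 0.24). The HMB means of Cd3e and Cd8a and both means of Gzmk, Ly75, Tnfsf13b, Krt19 and Slc4a3 lay below the background level, so the size of these values is uncertain. No gene passed by limma (1717 at an unadjusted p under 0.05) or by the methods' t-test (1318), and when adjusted over the list alone 40 allograft, 29 interferon-gamma and 17 T cell genes passed. Of the list scores, 8 passed an exact permutation test after adjustment, the allograft rejection score among them (p = 0.00583, adjusted p = 0.0408, 7 of 7 tumors above the HMB mean).

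Genes the paper measures in other ways had these values in tumor RNA. Mki67, a proliferation marker, was at 14.81 ± 0.44 (SD, n = 6) in control, 14.89 ± 0.40 (SD, n = 7) with HMB, 15.15 ± 0.15 (SD, n = 6) with anti-PD1 and 14.98 ± 0.53 (SD, n = 7) with anti-PD1 + HMB. Arg1, the arginase of myeloid cells, was at 5.59, 6.19, 5.80 and 5.94 in the same order, below the background level. Cd3e was at 9.94, 9.17, 11.09 and 11.69, below that level in the first 2 groups. None of these differences from control passed, with limma adjusted p of 0.538 at the lowest, for Cd3e with anti-PD1 + HMB.

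The lower interferon-gamma genes with HMB may come from dilution by other tissue or from fewer macrophages. Their value was -0.887 (SE 0.433), -0.382 (SE 0.496) with the muscle, adipocyte and fibroblast scores as covariates and -0.323 (SE 0.373) with the macrophage score as a covariate. Both covariates brought the value nearer 0, but the standard errors exceed the adjusted values and macrophage genes fell in the same tumors, so these fits settle neither explanation. Relative to cell cycle genes the score was -0.786 lower (exact permutation test, p = 0.0618). An effect of HMB on interferon signaling in the cells stays open and was not tested.

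Counts were taken in 100 groupings of the same tumors per comparison, the real one included. For genes the real counts were 0 in each comparison, so all 100 groupings give as many by construction and nothing is tested, and the highest other counts were 1, 1, 5, 165, 11 and 2, in the order HMB, anti-PD1, anti-PD1 + HMB against control, anti-PD1 + HMB against anti-PD1, against HMB, and the interaction. A grouping with 165 genes points to a structure of the samples, which was not examined. For genes at an unadjusted p under 0.05 the numbers of groupings with a count as large were 5 (real 1352, highest other 1622), 3 (1171, 1473), 7 (1586, 1937), 77 (815, 2230), 19 (1717, 2532) and 28 (1086, 2008). For lists they were 13 (22, 28), 23 (18, 27), 27 (21, 30), 49 (17, 30), 25 (23, 28) and 29 (22, 30), and for Reactome sets 53 (36, 194), 31 (54, 204), 72 (26, 243), 99 (2, 253), 38 (108, 251) and 69 (23, 258), so chance cannot be excluded for any count of lists or sets. For genes at an unadjusted p under 0.05, the 3 groupings of anti-PD1 against control are the fewest among many counts tested. Chance cannot be excluded for that count.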
